# Transcriptomic signatures of hippocampal active place avoidance memory maintenance

**DOI:** 10.3389/fncel.2026.1769317

**Published:** 2026-05-18

**Authors:** Isaac Vingan, Shwetha Phatarpekar, Victoria Sook Keng Tung, Alejandro Ivan Hernández, Oleg V. Evgrafov, Juan Marcos Alarcon

**Keywords:** gene expression, hippocampus, IEG-*in vivo* tagging, memory, memory-associated neuronal ensemble, offline maintenance, snRNA-seq, spatial transcriptomics

## Abstract

The gene expression changes associated with memory acquisition, consolidation and reconsolidation–all active epochs in memory formation–have been well characterized in the rodent hippocampus. Less is known, however, of the changes in gene expression during the offline maintenance of memory. In this study, we measured the gene expression changes in the dorsal hippocampus of four mice 3 days after consolidation of an active place avoidance memory. We examined gene expression changes in a putative subset of memory-associated neurons by leveraging the immediate early gene *in vivo* tagging system of the Arc-Cre/flox-eYFP transgenic mouse line. Through spatial transcriptomics we found that memory trained animals exhibited spatially regionalized expression of genes involved in post-synaptic function in CA1, synaptic vesicle transport in CA3, and neuronal differentiation in DG. Surprisingly, these gene expression enrichments were not observed in eYFP mRNA positive spatial spots. To gain granularity into this finding, we carried out single nuclear RNA sequencing, which confirmed enrichment of differentially expressed genes associated with synaptic plasticity and post-synaptic signaling unique to each subregion in trained animals, but not from their eYFP mRNA positive nuclei. Notably, nuclei of hippocampal neurons were largely characterized by their down regulation of genes involved in ATP synthesis and cytoplasmic translation. Our results suggest that two overarching transcriptomic patterns contribute to the functional changes in hippocampal cells during offline memory maintenance: regionally distributed expression of genes linked to synaptic functions (with concomitant sparseness of memory-associated neuronal ensembles) and a reduction of metabolic activity related genes across hippocampal sub-regions.

## 1 Introduction

The diversity of transcriptomic profiles across brain systems is thought to be essential for the functioning of neuronal ensembles that support memory (Cembrowski et al., 2016a; Cembrowski et al., 2016b; Marco et al., 2020; Rao-Ruiz et al., 2019a; Yao et al., 2021). This idea is grounded in studies demonstrating that the acquisition, recall, and long-term persistence of learned information depend on synaptic plasticity mechanisms expressed at the synapses connecting these ensembles (Kitamura et al., 2017; Josselyn and Tonegawa, 2020; Mayford, 2014). Moreover, gene expression changes are well established as a critical requirement for supporting activity-dependent synaptic plasticity (Rao-Ruiz et al., 2019a; Shpokayte et al., 2022; Sullivan et al., 2021; Shah et al., 2016; Cho et al., 2016).

Our laboratory recently identified distinct transcriptomic signatures associated with the consolidation of an active place avoidance (APA) memory across subregions of the dorsal hippocampus (Vingan et al., 2024). We found that the expression of these signatures correlated with neuronal populations defined by their expression of individual immediate-early genes (IEGs)—Arc, Egr1, or c-Jun—suggesting a specific transcriptomic architecture underlying memory consolidation. Memory-associated neuronal ensembles are proposed to reorganize across different phases of memory processing, including acquisition, reactivation, and storage (Guan et al., 2016; Chen et al., 2019; Senzai, 2019; Kesner et al., 2004; Lisman, 1999). In the present study, we sought to determine whether such reorganization involves distinct transcriptomic profiles for memory consolidation versus memory maintenance.

To address this question, we collected hippocampal tissue for spatial transcriptomics and single-nucleus RNA sequencing from mice trained in an APA memory task—or from untrained controls—3 days after a post-training memory retention test, and critically, without experimentally triggering memory recall. To capture the neuronal populations active during consolidation, we used Arc-Cre/flox-eYFP transgenic mice (Denny et al., 2014) to permanently label neurons that expressed the activity-dependent IEG Arc during the retention test. By examining gene-expression changes across hippocampal regions and within tagged neuronal populations 3 days later, we aim to identify transcriptomic shifts associated with the offline maintenance of a stabilized memory trace.

## 2 Results

### 2.1 Animals trained in APA show robust post-training memory retention test

To investigate gene-expression changes associated with offline memory maintenance in the hippocampal network, we performed spatial transcriptomics and single-nucleus RNA sequencing (snRNA-seq) 3 days after an active place avoidance (APA) memory-retention test using Arc-Cre/flox-eYFP mice (Figure 1A). After intraperitoneal injection of 4-hydroxytamoxifen, Arc-expressing neurons in Arc-Cre/flox-eYFP mice permanently express the fluorescent reporter eYFP (Denny et al., 2014).

**Figure 1:**
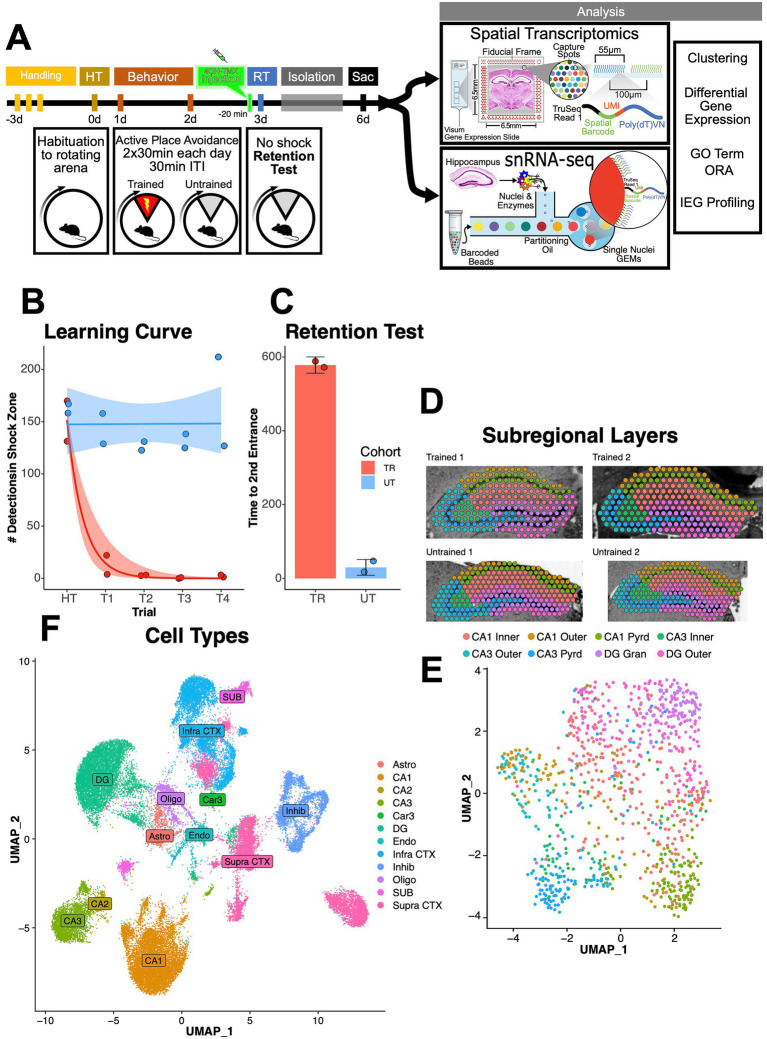
APA training and spatial transcriptomics mapping of the mouse hippocampus. **(A)** Experimental timeline. Mice were trained in the APA paradigm over the course of 4 days following 3 days of handling. On day 0 mice were habituated to a rotating arena with no active shock zone (HT). On days 1 and 2 mice assigned to the trained behavioral condition (*n* = 2, male) received two 30-min trials with an active shock zone. Mice assigned to the untrained behavioral condition (*n* = 2, male) were not exposed to an active shock zone. On day 3, all mice received an IP injection of 4-hydroxytamoxifen to trigger permissive tagging of Arc-expressing neurons with eYFP. Thirty minutes post injection, mice received a 10-min retention test trial (exposed to the rotating arena with no active shock zone). Following the retention test, mice were returned to the colony room and single housed in a sound attenuation chamber for 3 days to limit stimulation and spurious eYFP neuronal tagging. Mice were sacrificed at end of this 3-day interval and brains were collected for further processing. **(B)** Training performance measured as number detections in the shock zone. Mice assigned to the trained behavioral condition learned to avoid the location of the shock zone indicated by the decreased number of shocked triggered. Exponential fit learning curves included with shaded error bars (SE). **(C)** Memory performance measured as time to second entrance in the retention test trial. Trained mice demonstrated higher time to second entrance during the retention test. Line and point color reflect the assigned behavioral condition (untrained = blue, trained = red). **(D,E)** Spatial transcriptomics map **(D)** and UMAP plot of cell-layer annotated spatial transcriptomic maps of hippocampal spots **(E)** in samples from trained and untrained mice. Discrete color scale reflects the predominant anatomical cell layer surveyed by each capture spot which was determined through assistance by query-based cell-type annotation through data integration with the single cell RNA-seq Allen Brain Atlas cortex and hippocampus in mice. **(F)** UMAP plot of cell-type annotated hippocampal nuclei clusters. Discrete color scale reflects the predominant cell type surveyed by each cluster which was determined through assistance by query-based cell-type annotation through data integration with the single cell RNA-seq Allen Brain Atlas cortex and hippocampus in mice.

The APA task requires mice to learn to avoid a 60° shock zone on a rotating circular arena (Cimadevilla et al., 2000; Stuchlik et al., 2013). APA learning occurs rapidly, and the task variant used here produces avoidance memory that persists for at least 1 month (Pavlowsky et al., 2017; Tsokas et al., 2016). APA-trained mice (*n* = 2 males) showed fewer shock-zone detections during acquisition compared to untrained mice (*n* = 2 males), which were exposed to the same apparatus with the shock disabled (Figure 1B). One day later, trained mice exhibited longer shock zone re-entry latencies during the memory retention test compared to untrained mice (Figure 1C). Re-entry times (i.e., time to second entrance) served as the retention test performance metric because it is less sensitive to initial self-localizations errors when the mouse is place into the rotating arena (Cimadevilla et al., 2000; Stuchlik et al., 2013; Cimadevilla et al., 2001). After the retention test, animals were returned to their home cages and housed inside a sound attenuation chamber. Three days later, mice were removed from their cages and immediately euthanized for brain collection and flash-freezing. Hippocampal tissue from all animals were used for *both* spatial transcriptomic and snRNA-seq studies.

### 2.2 Spatial transcriptomics demonstrates few DEGs identified amongst eYFP-expressing spots 3 days after APA memory post-training retention test

To investigate the spatial distribution of differentially expressed genes (DEGs) associated with offline maintenance of APA memory across the hippocampus, we performed spatial transcriptomics on coronal sections containing the dorsal hippocampus from the two trained and the two untrained mice. 

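Each of the 4 mice gave 1 coronal section, 10 µm thick and permeabilized for 18 min, from tissue taken 3 days after the retention test. In Visium slides every capture spot carries its own barcode, so a spot samples a small group of neighboring cells. The authors deposited raw Space Ranger counts for each section: the number of unique molecular identifiers (UMIs), each standing for 1 captured mRNA molecule, per spot for 32285 mouse genes. Trained 1, trained 2, untrained 1 and untrained 2 had 2865, 3055, 2359 and 2661 spots over tissue, with 7119995, 10330015, 3560294 and 6581748 UMIs. Untrained 1 was the shallowest section, at a median of 1008 UMIs per hippocampal spot, against 2319, 3117 and 2100 in trained 1, trained 2 and untrained 2. Because the spots of a section come from 1 mouse, the section was taken as the replicate. UMIs were summed over the spots of each section and the sums compared with the quasi-likelihood F-test of edgeR, which estimates how far counts vary between sections of 1 condition from all genes together. Genes with an adjusted p under 0.05 were called DEGs. Spots were also compared singly with the Wilcoxon rank-sum test, which counts every spot as independent. With 2 sections per condition, a two-sided exact permutation test of a single value reaches 0.333 at the lowest.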

We performed clustering on the integrated spatial transcriptomic dataset, identifying distinct clusters that mapped onto anatomical boundaries as visualized in both spatial and UMAP plots (Figure 1D). 

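The marked spots and their layers were read from the colors of the 4 section maps in Figure 1D and placed on the array of the section with the same title. This gave 222, 238, 263 and 264 hippocampal spots in trained 1, trained 2, untrained 1 and untrained 2. Summed over both sections of a condition, CA1 held 204 trained and 229 untrained spots, CA3 115 and 144, and DG 141 and 154. As an alternative, regions were rebuilt from the counts alone with lists of marker genes for CA1 and CA3 pyramidal neurons and DG granule cells. The placement itself had been chosen with marker genes, so the overlap does not test it. In trained 1, trained 2 and untrained 2 the rebuilt hippocampus took in 328, 300 and 285 spots, of which 219, 238 and 256 were among those of the figure. Of the spots in both, 185, 212, 215 and 214 fell in the region that the figure gives in trained 1, trained 2, untrained 1 and untrained 2.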

We integrated the spatial transcriptomic data with the Allen Brain Atlas (Yao et al., 2021) to generate semi-supervised cell-type annotations for each capture spot (Figure 1E). We then examined anatomically defined hippocampal subregions for memory-associated differences in gene expression. 

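In sums over all hippocampal spots of each section, edgeR called 1 of 8986 tested genes, Oxt. Its 57 UMIs were spread over both trained sections, and the untrained sections had none. Against a limit of 3 counts over the untrained condition, Oxt was at least 13.8-fold higher (adjusted p 0.0450, edgeR, two-sided). Over 12 alternatives its adjusted p ran from 5.13e-11 to 0.796, and 9 called it. DESeq2 called 0 genes on the same sums and limma voom 1, with 56 genes at an unadjusted p under 0.05 in DESeq2 and 513 in edgeR. The section left out moved the edgeR count most: without trained 1 it was 115, without trained 2, untrained 1 or untrained 2 it was 7, 7 and 10. Bc1 fell by 1.50 on the log2 scale, lower in both trained sections than in both untrained ones, but failed the correction (adjusted p 0.174, edgeR) and was called in 6 of 12 alternatives. It fell by 0.73 without untrained 1. Among immediate early genes, Arc rose by 0.57, Egr1 by 0.45, Fos by 0.87 and Npas4 by 1.50 (log2), while Jun changed by -0.34 (0.076 in sums thinned to equal totals), and edgeR called none of them (Arc adjusted p 0.862). Without untrained 2 the values were 0.89 for Arc, 0.74 for Egr1, 2.07 for Fos and -0.17 for Jun. Egr1 was at 0.27 without trained 2 and 0.28 without untrained 1, Fos at 0.49 without untrained 1, and Jun at -0.54 without trained 1 and -0.13 without trained 2. Fos had 19, 36, 3 and 19 hippocampal UMIs in trained 1, trained 2, untrained 1 and untrained 2. Npas4 had 9, 15, 2 and 4, so the changes of both rest on few counts. The rank-sum test on single spots called 378 genes after Bonferroni correction, 373 of them higher in the trained condition, and 4357 genes at an FDR under 0.05. Once spots were thinned at random to 516 UMIs each it called 5 genes, against 162 in those spots before thinning. Thinning also cut the calls between regions, from 160 to 19 for CA3 and from 162 to 22 for DG. The loss of counts is thus not separated from the loss of a depth difference. Simulated spots with the depths of the sections and no changed gene gave 189 calls among 7943 genes.

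**Figure D1:**
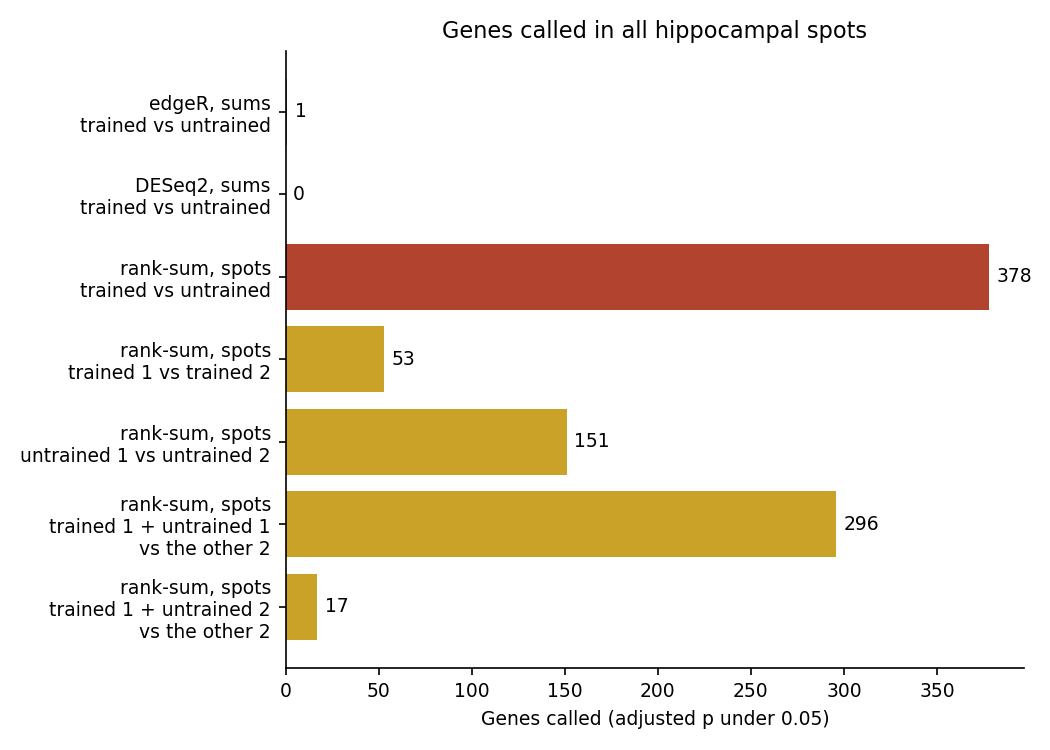
Horizontal axis, number of genes called in all hippocampal spots at an adjusted p under 0.05. Vertical axis, test and groups compared; red, trained against untrained spots; ochre, other groupings of the 4 sections. The rank-sum test gave 378 calls between conditions, 53 between the trained sections, 151 between the untrained sections, and 296 and 17 for the 2 splits that mix conditions. On section sums edgeR gave 1 call and DESeq2 0.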

Differential gene expression analysis between trained and untrained mice identified total 129 DEGs in all hippocampal spots. Stratification by subregions detected 79 DEGs in the CA1, 149 in the CA3, and 76 in the DG in the trained condition. 

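Between conditions, the sums over CA1 spots gave 4 called genes among 5155, all lower in both trained sections: Ttr (log2 fold change -2.18, adjusted p 2.16e-18, edgeR), Bc1 (-1.46, 1.61e-04), Enpp2 (-1.21, 1.77e-04) and Gm42418 (-0.92, 0.0243). In CA3, 7 of 4436 were called. AC149090.1 (1.35, 0.00861) was higher, and Ttr (-1.91, 4.53e-07), Bc1 (-1.58, 2.74e-07), Cacna2d1 (-1.53, 0.0127), Gm42418 (-1.26, 1.01e-04), mt-Atp8 (-1.08, 0.0127) and Ptgds (-0.94, 0.00762) were lower, each in both trained sections. In DG edgeR called 0 of 4439, with 247 genes at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 1. Bc1 came first by p (-1.52, adjusted p 0.177). DESeq2 also called 0 genes in CA1 and CA3, with 19, 31 and 14 at an unadjusted p under 0.05 in CA1, CA3 and DG. Apart from Ttr in CA3, which was called with any 1 section left out, each call was lost without at least 1 of the sections. The change of Ttr in CA3 ran from -3.93 to -0.98 with 1 section left out. In CA1 edgeR took the same trend of spread for all genes. The p of Ttr there thus does not measure how Ttr itself varied between sections. A choroid plexus list, with Ttr in it, took 0.59% and 0.056% of UMIs outside the hippocampus in trained 1 and trained 2. In untrained 1 and untrained 2 it took 0.25% and 0.53%. RNA from choroid plexus is thus not separated from training for Ttr. Enpp2 ordered the sections as Ttr did over all hippocampal spots. In CA1 the change of Ttr was -1.09 and that of Enpp2 -0.33 without untrained 2, and that of Bc1 was -0.62 without untrained 1. Gm42418 was not called in CA1 without trained 2 (-0.14), untrained 1 (-0.75) or untrained 2 (-1.08), nor in CA3 without trained 2 (-0.62), and Bc1 was not called in CA3 without untrained 1 (-0.89). In CA3, AC149090.1 was not called without trained 1 (1.01) or untrained 1 (1.02), Cacna2d1 not without trained 2 or untrained 2, and mt-Atp8 and Ptgds not without trained 2 or untrained 1. With 1 section left out the counts were 1 to 31 in CA1, 4 to 7 in CA3 and 0 to 52 in DG, highest in CA1 and DG without trained 1. The rank-sum test called 111, 25 and 4 genes in CA1, CA3 and DG.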

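Each region of each condition was also set against the mean of the other 5 groups of region and condition, over 12 sums that edgeR treated as independent although 3 came from each section. This contrast was inferred from the spot numbers and detection shares in the supplementary table of the paper. Its methods state a comparison of trained with untrained groups. Of 5745 genes, 98 were called for CA1, 286 for CA3 and 194 for DG of the trained mice, and 49, 103 and 144 for those of the untrained mice. Wfs1 led by p in trained CA1 (log2 fold change 2.44, adjusted p 2.55e-09), Hs3st4 in CA3 (2.27, 5.23e-09) and Fam163b in DG (2.01, 1.81e-08), and each was called in 11 of 11 alternatives. Egr1 was 1.69 higher in trained CA1. In the untrained mice Bc1 rose by 1.63 in CA1 (3.06e-06), Sh3gl2 by 1.22 in CA3 (1.63e-05) and Dsp by 3.36 in DG (7.26e-09). DESeq2 called 18, 49 and 42 genes in the trained regions and 13, 18 and 40 in the untrained ones. Without untrained 2 the untrained counts were 6, 0 and 8, and without untrained 1 the CA3 count was 12. Sh3gl2 was then not called without untrained 2 (1.02). The highest counts with 1 section left out were 114, 252 and 301, and in the trained regions the counts ran from 40 to 167, 127 to 207 and 82 to 190. In the same model, which has no term for the section, edgeR called 0 genes for a training effect in 1 region that differed from that in the other 2 (198, 216 and 207 genes at an unadjusted p under 0.05 for CA1, CA3 and DG). With the section as a block, a fit chosen after seeing the data, it called 2, 1 and 2 (283, 323 and 302 at an unadjusted p under 0.05). Ttr was among them in CA1, CA3 and DG (log2 difference -0.86, -0.76 and 1.62), with Ccnd2 in CA1 (-2.76) and Enpp2 in DG (1.39). None of these 5 differences was called without trained 1, where Ttr was at -0.26 in CA1 and 0.98 in DG and Enpp2 at 0.73, and only Ttr in DG was called without untrained 2. In CA3 Ttr was not called without untrained 1. DESeq2 called 0 in each region in the fit with the block, and limma voom 1, 12 and 12. The genes that the supplementary table of the paper calls for a trained region were followed in each condition alone. Of 242 tested, 97.9% differed between regions in the same direction in the untrained sections, and 123 were called there, but the genes had been chosen against spots that include those sections, so this is no independent test. Of the 125 CA3 genes, 93 also had that direction between conditions within CA3, 1 of them called, and the counts were 44 of 66 with 0 called in DG, and 43 of 51 with 1 called in CA1.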

In the untrained condition, we detected 61 DEGs in the CA1, 27 in the CA3, and 47 in the DG (Figure 2C). 

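Gene sets were tested with camera, which asks whether the genes of a set rank higher or lower than all other genes, on the section sums (limma voom; preset correlation between genes 0.01, two-sided, adjusted over 70 tests). Of 79 nuclear genes of oxidative phosphorylation, among them Ndufa, Cox and Atp5 family members, 64 were higher in the trained hippocampus, with a median log2 fold change of 0.19 (adjusted p 1.73e-11). Of 81 cytoplasmic ribosome genes 60 were higher, with a median of 0.13 (1.06e-06). A split that mixes conditions, trained 1 and untrained 1 against the others, also passed camera for both sets, at -0.11 each (1.39e-05 and 2.20e-05). Both sets took a larger share of the UMIs in each trained section than in either untrained section. The test moved these results most: with fry, which takes the spread from the 4 sections, the adjusted p was 0.373 and 0.519, and with the correlation between genes estimated from the sections 0.342 and 0.530. Over all alternatives the adjusted p ran from 1.03e-16 to 0.373 for oxidative phosphorylation and from 1.53e-10 to 0.530 for the ribosome. With 1 section left out the median of oxidative phosphorylation was 0.089 to 0.25. Without untrained 1 the ribosome median was 0.067 and no longer passed the correction (0.0925). Genes of the mitochondrial genome had a median of -0.13 (0.00431; 0.678 by fry, 0.593 with the estimated correlation), which was -0.014 without trained 1 (0.239) and -0.0029 without untrained 1 (0.5996), and -0.22 and -0.28 without trained 2 and untrained 2. Their share of UMIs was 10.3% and 12.6% in the trained and 12.1% and 10.9% in the untrained sections.

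**Figure D2:**
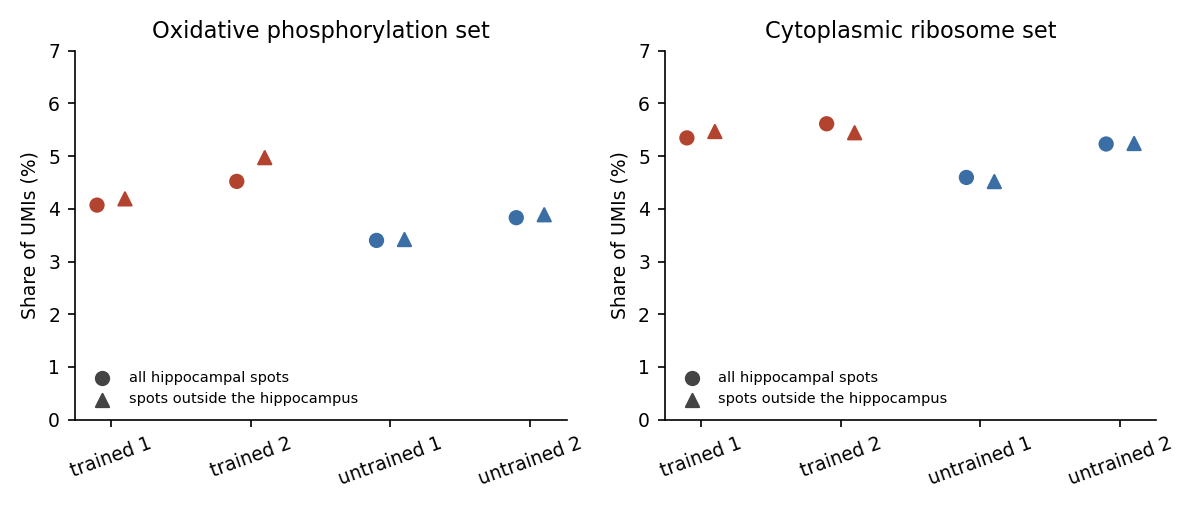
Vertical axis, share of all UMIs taken by a gene set (%); horizontal axis, section; red, trained; blue, untrained; circles, hippocampal spots; triangles, spots outside the hippocampus. Oxidative phosphorylation genes took 4.07% and 4.52% of hippocampal UMIs in trained 1 and 2 and 3.40% and 3.83% in untrained 1 and 2. Ribosome genes took 5.35% and 5.61%, against 4.60% and 5.23%. Outside the hippocampus the order of the conditions was the same.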

Gene ontology term (GO-term) enrichment analyses of the DEGs detected between the hippocampal spots of the trained and untrained cohorts revealed overrepresentation of biological processes related to ATP production and ribosomal assembly in the trained condition (Supplementary Figure 2). 

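A list of 51 postsynaptic genes, such as Dlg4, Shank1, Homer1, Gria1 and Camk2a, was tested in CA1. Against the other 5 groups of region and condition, 30 of the 46 tested were higher in trained CA1, with a median of 0.086 on the log2 scale but a mean of -0.0091 (camera adjusted p 0.920). In untrained CA1 33 were higher, with a median of 0.22 (0.00431). Between conditions within CA1, 13 of 44 were higher in the trained mice, with a median of -0.14 (0.0277, ranging from 0.00416 to 0.340 over 12 alternatives, with 0.289 by fry). The adjusted p was 0.0698 without trained 2 and 0.263 without untrained 1. The training effect in CA1 minus that in the other 2 regions was -0.028 (0.648).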

DEGs detected in the analysis of the CA1 spots in the trained condition were enriched with genes involved in biological processes related to post synaptic function. 

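In CA3, 16 glycolytic genes (among them Aldoa, Gapdh, Eno2 and Ldhb) and 42 synaptic vesicle genes (among them Snap25, Syt1, Vamp2 and Syn1) were tested. Against the other 5 groups, 14 glycolytic genes were higher in trained CA3, with a median log2 fold change of 0.31 (camera adjusted p 4.51e-07), and 14 in untrained CA3, with a median of 0.27 (2.35e-05). Of the vesicle genes 38 were higher in trained CA3 (0.50, 7.49e-21) and 37 in untrained CA3 (0.43, 9.41e-19). Both trained results passed the correction by fry, and neither did with the estimated correlation (adjusted p 0.0921 for each, the highest of 11 alternatives, where the lowest were 4.90e-16 and 1.00e-45). Between conditions within CA3, 12 glycolytic genes were higher in the trained mice, with a median of 0.035 (0.427), which was -0.053 without untrained 1. For the vesicle set 24 were higher, with a median of 0.033 (0.490), which was -0.028 without trained 1 and -0.040 without untrained 2. The training effect in CA3 minus that in the other 2 regions was 0.050 for the glycolytic set (camera adjusted p 0.525) and 0.15 for the vesicle set (0.00614). The vesicle difference did not pass by fry, with the estimated correlation or on sums thinned to equal totals.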

In the CA3 of the trained condition, DEGs were enriched with genes involved in glycolysis and synaptic vesicle transport. 

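Genes of neurite growth and neuronal differentiation (46 listed, such as Gap43, Stmn1, Map1b, Sox11 and Prox1) were tested in DG. Against the other 5 groups, 15 of 35 were higher in trained DG, with a median log2 fold change of -0.076 (camera adjusted p 0.0224, ranging from 0.00758 to 0.459 over 11 alternatives, with 0.33 by fry). The adjusted p was 0.0796 without trained 2 and 0.0877 without untrained 1. In untrained DG 12 were higher, with a median of -0.16 (0.129). Between conditions within DG, 10 of 29 were higher in the trained mice, with a median of -0.062 (0.427), which was 0.0081 without trained 2 and 0.023 without untrained 1. The training effect in DG minus that in the other 2 regions had a median of -0.0031 and a mean of 0.078 (0.715).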

And in the DG of the trained condition, downregulated DEGs were enriched with genes involved in neurite growth and neuronal differentiation.

**Figure 2:**
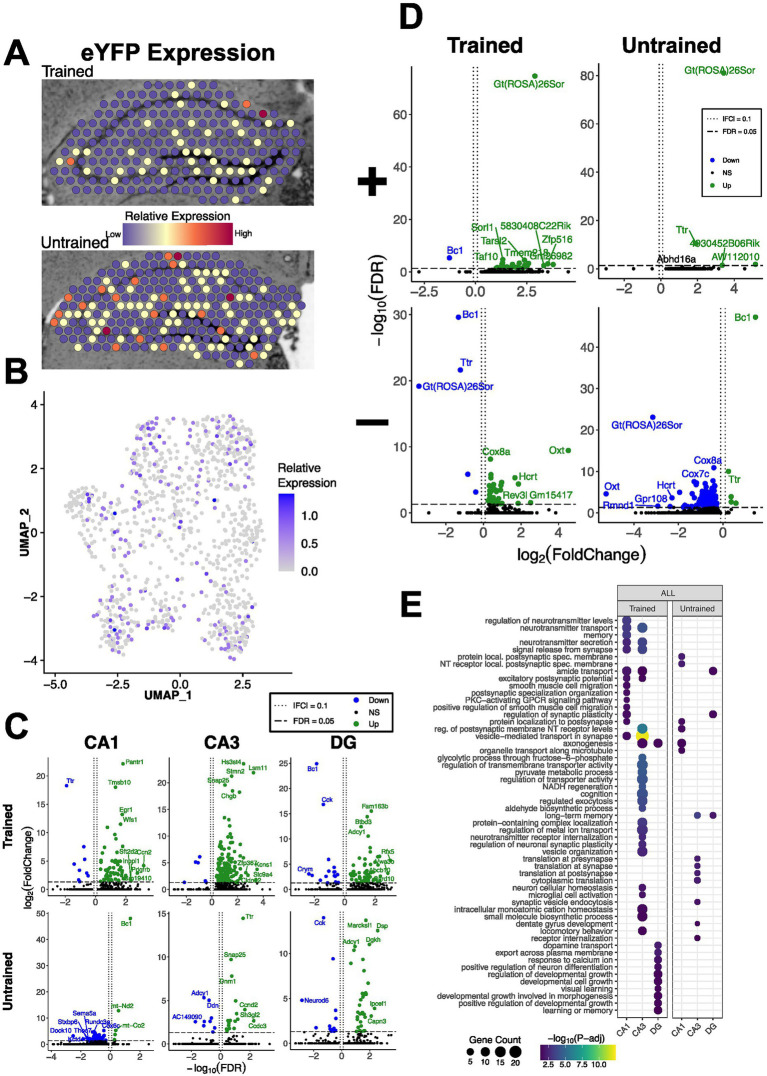
APA memory maintenance specific genes and their association with eYFP-positive spots in the hippocampus. **(A,B)** Representative spatial transcriptomic maps **(A)** UMAP plot of hippocampal spots **(B)** in the trained (top) and untrained (bottom) samples colored to reflect relative expression of the eYFP mRNA transcript, Gt(ROSA)26Sor. **(C)** Volcano plot of DEGs detected in the combined analysis of hippocampal spots across trained and untrained conditions. In the trained condition, 70 DEGs were upregulated and 9 DEGs were downregulated in the CA1 (top left), 143 and 6 in the CA3 (top middle), and 59 and 17 in the DG (top right). In the untrained condition, 5 DEGs were upregulated and 56 DEGs were downregulated in the CA1 (bottom left), 18 and 9 in the CA3 (bottom middle), and 34 and 13 in the DG (bottom right). **(D)** Volcano plots of differential gene expression of eYFP positive and negative spots in the trained and untrained conditions. In the analysis of eYFP*+* spots, in the trained condition (top left) 26 upregulated and 1 downregulated gene were detected, and in the untrained condition (top right) 4 upregulated and 0 downregulated genes were detected. In the analysis of eYFP*-* spots in the trained condition (bottom left) 35 upregulated and 5 downregulated genes were detected, and in the untrained condition (bottom right) 5 upregulated and 155 downregulated genes were detected. **(E)** Regional enrichment of biological processes detected amongst all differentially expressed (stratification of analysis by up- and down-regulated genes can be found in Supplementary Figure 2). Dot color reflects the statistical significance (−log_10_(FDR)) of the biological process enrichment. Dot size reflects the number of detected DEGs mapped to the genes involved in a given biological process.

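By direction, the edgeR calls on sums divided into 66 higher and 32 lower for trained CA1, 183 and 103 for CA3, and 100 and 94 for DG. For the untrained regions they were 44 and 5, 82 and 21, and 92 and 52. The rank-sum test on spots gave 75 higher and 3 lower, 366 and 4, and 55 and 9 in trained CA1, CA3 and DG, and 4 and 102, 12 and 5, and 17 and 17 in the untrained regions. Without trained 2 the lower calls for trained CA1 were 6. Genes labelled in the plots moved as follows (log2, edgeR adjusted p): Chgb in trained CA3 1.46 (8.99e-09), Crym in trained DG -1.73 (6.89e-05), Ccnd2 in untrained CA3 1.89 (3.00e-05, not called without untrained 2 at 1.74), Dgkh in untrained DG 2.17 (4.20e-08) and Stxbp6 in untrained CA1 -0.68 (0.565).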

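The rank-sum test of eYFP+ spots of 1 condition against all other hippocampal spots called 933 genes in the trained mice (921 higher, 12 lower) and 78 in the untrained mice (all higher). For eYFP- spots it called 6 higher and 3 lower genes in the trained mice, and 122 higher and 1489 lower in the untrained mice. The untrained eYFP- spots include nearly all of untrained 1, the shallowest section, so depth and section are not separated from eYFP there. Among genes labelled in the plots, the sums over eYFP+ and eYFP- spots of each section gave Tarsl2 a log2 fold change of 1.50 in the trained mice (adjusted p 0.975, edgeR), Sorl1 0.39, Taf10 0.29 and Bc1 -0.44 (0.999 for each). Ttr was at 0.76 in the untrained mice (0.578).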

Next, we leveraged the Arc-Cre/flox-eYFP double transgenic mouse line to tag Arc-expressing memory-associated neuronal populations which were identified by the detection of eYFP-expression in spatial transcriptomic spots. 

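In the gene list of the count files no feature stands for eYFP or Cre, and eYFP+ was read here from at least 1 UMI of Gt(ROSA)26Sor. The reference places this gene on the reverse strand of chromosome 6, from base 113067428 to 113077333, as an antisense RNA with 4 transcripts. Its last 846 bases lie across the 3′ end of Thumpd3, and it stands 31 bases from Setd5. An untagged cell that transcribes the endogenous locus is therefore counted as eYFP+ too. Over the whole section, Arc itself was at 140, 134, 50.0 and 136 CPM (UMIs per 1000000) in trained 1, trained 2, untrained 1 and untrained 2. These levels are from tissue taken 3 days after the retention test, not from the time of tagging.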

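Gt(ROSA)26Sor had at least 1 UMI in 57 of 222 hippocampal spots of trained 1 (25.7%, 95% exact binomial interval 20.1 to 31.9) and in 74 of 238 of trained 2 (31.1%, 25.3 to 37.4). Both sections together gave 131 of 460 spots, or 28.5%. A spot with more UMIs is more often positive for any gene. With every spot thinned to 516 UMIs the shares were 5.27% and 4.86%. In spots led by white matter genes, which hold few neurons, 7.76% of spots in trained 1 and 22.3% in trained 2 were positive, at median depths of 709 and 1754 UMIs against 2319 and 3117 in the hippocampus. After thinning these shares were 5.48% and 5.65%.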

Of 460 hippocampal spots from trained mice, 79 spots (~17%) showed detectable expression of Gt(ROSA)26Sor mRNA (eYFP+). 

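In untrained 1, 6 of 263 hippocampal spots had a Gt(ROSA)26Sor UMI (2.28%, 95% exact binomial interval 0.842 to 4.90), and in untrained 2, 102 of 264 (38.6%, 32.7 to 44.8). The 2 sections together gave 108 of 527 spots, or 20.5%. The share averaged 28.4% (SD 3.83) over the trained and 20.5% (SD 25.7) over the untrained sections, a difference of 7.93 percentage points (two-sided exact permutation p 1.0). Of the alternatives, a section left out moved it most, to -10.3 points without untrained 1 and 26.1 without untrained 2. Thinned to 516 UMIs per spot, the untrained shares were 1.23% and 9.42%, and the difference between conditions -0.26 points. In spots led by white matter genes 0% in untrained 1 and 22.9% in untrained 2 were positive, at median depths of 417.5 and 781.5 UMIs against 1008 and 2100 in the hippocampus, and 0% and 13.3% after thinning.

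**Figure D3:**
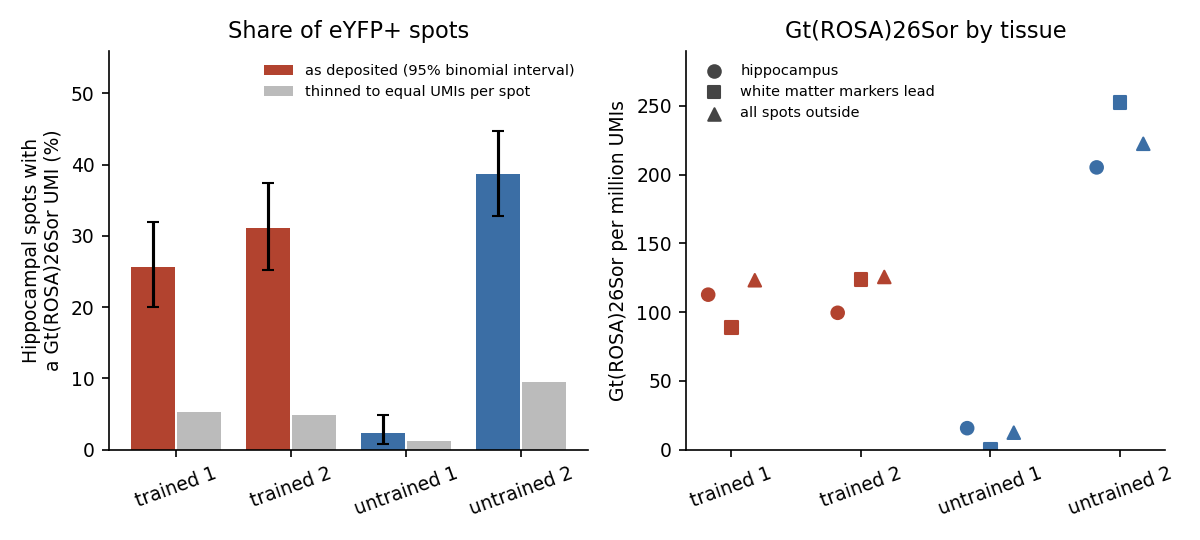
Left, vertical axis, share of hippocampal spots with a Gt(ROSA)26Sor UMI (%), as counted with 95% binomial intervals and after thinning (gray). Right, vertical axis, Gt(ROSA)26Sor in CPM in the hippocampus (circles), in spots led by white matter genes (squares) and in all spots outside (triangles). Horizontal axis, section; red, trained; blue, untrained. The untrained sections lie on either side of the trained ones, at 15.6 and 205.2 CPM in the hippocampus against 113 and 99.5, and in each section the tissues outside come close to the hippocampus, apart from the white matter of untrained 1 at 0 CPM.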

In the untrained animals, we detected 77 eYFP+ spots (~14%) out of 530 total hippocampal spots (Figures 2A,B). Regionally, CA1 contained the highest number of eYFP+ spots in both trained and untrained cohorts. 

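By count, CA1, CA3 and DG held 58, 42 and 31 eYFP+ spots over the trained sections and 39, 31 and 38 over the untrained ones. CA1 came first in 3 of 4 sections. In untrained 2 it did not, with 34 in CA1, 31 in CA3 and 37 in DG, and untrained 1 had 5, 0 and 1. As a share of the spots of each region, CA3 came first in trained 1 (24.4%, 30.2% and 23.3% for CA1, CA3 and DG) and trained 2 (31.4%, 44.2% and 20.6%), DG in untrained 2 (31.2%, 40.8% and 46.8%) and CA1 in untrained 1 (4.17%, 0% and 1.33%). Pooled by condition, the shares after thinning were 4.95%, 6.32% and 4.20% in the trained and 5.01%, 6.62% and 5.80% in the untrained mice, where untrained 2 held 102 of the 108 spots with a UMI. With 2 or more UMIs required, CA1 came first in 0 of 4 sections. It came first in 2 of 4 with regions rebuilt from marker genes and in 4 of 4 without outer-layer spots.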

We then performed differential expression testing amongst groups of eYFP positive and negative hippocampal spots in each training cohort (Figure 2D). We identified 27 DEGs among eYFP+ spots in trained mice and 4 in untrained mice. 

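In sums over the eYFP+ and eYFP- spots of each section, edgeR called 0 of 7476 genes in the trained mice, with 323 at an unadjusted p under 0.05. DESeq2 and limma voom also called 0 (50 and 315 genes at an unadjusted p under 0.05). The smallest p was that of Hbb-bs (log2 fold change -0.77, lower in the eYFP+ spots of both sections, adjusted p 0.212). In the untrained mice Cnp (-1.25) and Mobp (-1.11) were called, both lower in the eYFP+ spots of both sections (adjusted p 0.0255 each, edgeR), and DESeq2 and limma voom called 0, with 56 and 281 genes at an unadjusted p under 0.05. Without untrained 2 the change of Cnp was -0.37. With 1 section left out there were 0 to 53 calls in the trained mice, 53 without untrained 1 or untrained 2, and 0 to 20 in the untrained mice. In simulated sums of this size edgeR found 122 of 196 changed genes in the trained and 90 of 196 in the untrained comparison. Between spots of the same condition, the rank-sum test called 69 genes in the trained and 832 in the untrained mice. In the untrained mice 102 of the 108 eYFP+ spots came from untrained 2, whereas the eYFP- spots came from both sections. Median depth was 2100 UMIs in hippocampal spots of untrained 2 and 1008 in those of untrained 1. The 832 calls thus mix a difference between 2 sections with that of eYFP. The trained eYFP+ spots were deeper, at a median of 4303 UMIs against 1795.5 in all other hippocampal spots. When spots were grouped instead by 1 of 40 unrelated genes found in 113 to 137 spots of the trained mice, the test against all other spots gave a median of 941 calls.

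**Figure D4:**
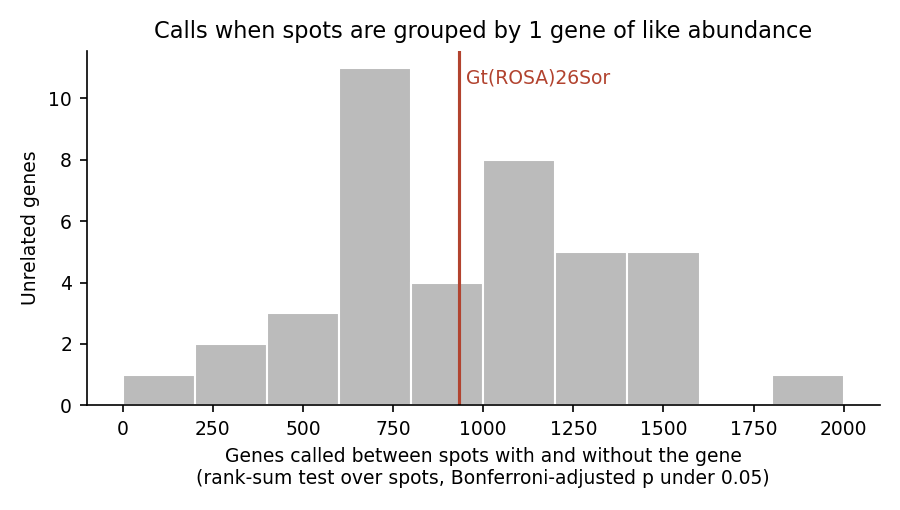
Horizontal axis, genes called by the rank-sum test between spots of the trained mice with a given gene and all other hippocampal spots. Vertical axis, number of unrelated genes (gray bars, 40 in all); red line, Gt(ROSA)26Sor at 933 calls. The unrelated genes gave 149 to 1909 calls, and 20 of them as many as Gt(ROSA)26Sor or more.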

GO-term analyses did not identify significantly enrichened biological processes, likely due to the small number of DEGs in the eYFP+ spots. Nonetheless, GO-term analyses across hippocampal regions of trained mice revealed enrichment of biological processes related to synaptic transmission (CA1), energy metabolism (CA3), and neuronal growth (DG) (Figure 2E).

### 2.3 snRNA-seq detects few DEGs amongst sub-regional populations of eYFP-expressing nuclei 3 days after APA memory post-training retention test

To characterize cell-type–specific transcriptional changes, we performed snRNA-seq on nuclei isolated from hippocampal tissue of the same trained and untrained animals used for spatial transcriptomics. We examined the eYFP-expressing population of hippocampal nuclei to assess the changes in gene expression amongst the hippocampal cells putatively associated with the active place avoidance memory. In total, we detected 785 eYFP+ nuclei: 247 from the trained mice and 538 eYFP+ from the untrained mice (Figure 3A). The highest proportion of eYFP+ nuclei was mapped to the CA1 cell type cluster for both groups.

**Figure 3:**
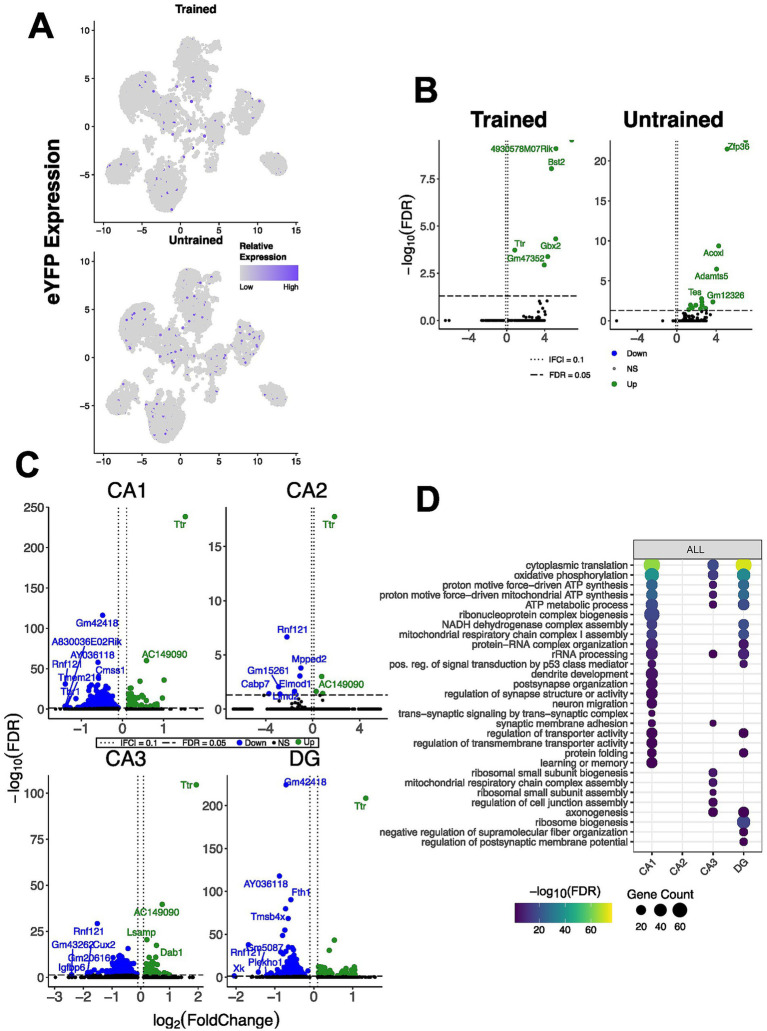
snRNAseq confirms hippocampal regionalization of memory-associated DEGs and few DEGs in eYFP-positive nuclei, and reveals an overall downregulation of ATP metabolism and cytoplasmic translation in APA memory maintenance. **(A)** UMAP plot of hippocampal nuclei split by behavioral conditions showing eYFP+ nuclei in each cluster. Datapoints are colored with a continuous color scale to reflect the relative expression of the eYFP mRNA transcript, Gt(ROSA)26Sor. **(B)** Volcano plots of differential gene expression in eYFP+ nuclei in the trained (left) and untrained (right) conditions (volcano plots of regionally stratified analysis of eYFP+ nuclei in Supplementary Figure 6). **(C)** Volcano plot of DEGs between nuclei derived from trained and untrained animals for each cluster of annotated hippocampal nuclei. In the analysis of CA1 nuclei comparing trained and untrained conditions (top left), 54 genes were upregulated and 775 were downregulated in the trained condition. Four genes were upregulated and 7 were downregulated in the CA2 nuclei (top right), 45 genes were upregulated and 267 were downregulated in the CA3 nuclei (bottom left), and 65 genes were upregulated and 464 were downregulated in the DG nuclei (bottom right). **(D)** Regional enrichment of biological processes detected amongst all DEGs (stratification by up- and down-regulated genes can be found in Supplementary Figure 4). Dot color reflects the statistical significance (−log_10_(FDR)) of the biological process enrichment. Dot size reflects the number of detected DEGs mapped to the genes involved in a given biological process.

We first compared all eYFP+ nuclei between trained and untrained mice, identifying 7 DEGs in trained animals and 14 in untrained animals. When stratified by hippocampal region, we detected 83, 161, 105, and 83 DEGs in CA1, CA2, CA3, and DG of trained animals, respectively (Figure 3B; Supplementary Figure 6). In untrained animals, we detected 83, 325, 261, and 161 DEGs in the CA1, CA2, CA3, DG, respectively (Figure 3B; Supplementary Figure 6). As in the spatial transcriptomics dataset, GO-term analyses did not reveal significant enrichment, likely reflecting limited DEG sets within eYFP+ nuclei.

### 2.4 snRNA-seq of regionally distinct hippocampal nuclei reveals differential expression of memory-associated

To investigate regionally distinct hippocampal cells, sequenced nuclei were clustered and annotated with cell types through query based annotation and integration with a subset of the single cell Allen Brain Atlas for Cortex and Hippocampus (Figure 1F) (Yao et al., 2021). We analyzed a total of 45,700 nuclei (16,971 from the trained animals, 28,729 from the untrained animals), identifying 12 major cell type clusters including CA1–3, DG, subiculum, inhibitory neurons, cortical neurons, astrocytes, oligodendrocytes, endothelial cells and Car3 neurons.

Next, we performed differential gene expression analyses to identify the genes and delineate molecular functions that are differentially regulated in the cells of the hippocampus. We performed differential-expression analyses within each cluster to identify genes and pathways regulated by prior APA training. We identified 829 DEGs in CA1, 11 in CA2, 312 in CA3, and 529 in the DG (Figure 3C). Inhibitory neurons, astrocytes, and oligodendrocytes showed 275, 54, and 100 DEGs, respectively (Figure 3C). GO-term analyses revealed enrichment of biological processes related to learning and memory (CA1), mRNA processing (CA2), cell–cell adhesion (CA3), and synaptic signaling (DG) (Figure 3D). Notably, downregulated DEGs in CA1, CA3, and DG were enriched for processes related to cytoplasmic translation and metabolism. Similarly, inhibitory neurons from trained mice showed downregulation of genes involved in cytoplasmic translation and ATP production (Supplementary Figure 5). Glial populations exhibited enrichment for biological processes overlapping with those identified in excitatory hippocampal nuclei.

## 3 Discussion

We utilized spatial transcriptomics and snRNA-seq in an integrative investigation of the hippocampal transcriptional architecture associated with offline memory maintenance 3 days after the post-training retention test of an APA task. Unexpectedly, we detected relatively few DEGs within the putative APA memory associated neurons, identified by their persistent expression of eYFP mRNA. Spatial transcriptomics revealed that CA1, CA3 and DG subregions were, respectively, characterized by gene expression signatures related to postsynaptic function, synaptic vesicle transport, and neuronal differentiation. snRNA-seq further showed that neuronal nuclei across the hippocampus were broadly defined by their downregulation genes involved in ATP synthesis and cytoplasmic translation.

### 3.1 Few molecular features define the memory associated eYFP expressing neuronal ensembles in memory maintenance

We leveraged the Arc-Cre/eYFP tagging strategy to examine transcriptomic changes in neurons strongly activated during the APA retention test—the putative memory-associated ensemble. Although IEG-based tagging systems are widely used to study memory-associated ensembles, relatively few studies have examined their transcriptomic signatures (He et al., 2019; Minatohara et al., 2015; Nambu et al., 2022; Fujihara et al., 2009; Denny et al., 2014; Sun and Lin, 2016), but few studies have focused on the transcriptomic changes defining this critical population of neurons (Gonzales et al., 2020; Jaeger et al., 2018; Wu et al., 2017; Butto et al., 2024; Cho et al., 2016; Sullivan et al., 2021; Fuentes-Ramos et al., 2021; Vanrobaeys et al., 2023; Rao-Ruiz et al., 2019a).

Spatial transcriptomics revealed upregulation of *Dr1* and *Gad2* in eYFP positive spots, suggesting contributions of dopaminergic signaling and inhibitory modulation to the memory-related microenvironments (Rossato et al., 2009; Topolnik and Tamboli, 2022). snRNA-seq further identified upregulation of *Prkcb* in the CA1 which has been shown to enhance synaptic efficacy in memory, and *Grik4* in the CA3 which has been shown to regulate synaptic inhibition in memory (Sun and Alkon, 2014; Pressey and Woodin, 2021). 

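In the trained sums Dr1 was 0.77 higher in eYFP+ spots (log2, standard error 0.388, unadjusted p 0.0457, adjusted p 0.999, edgeR) and Gad2 0.26 higher (0.245, 0.287, 0.999), each in both trained sections. With 1 section left out Dr1 was at 0.50 to 1.24 and Gad2 at 0.014 to 0.70, and with 2 or more UMIs required for eYFP+ Gad2 was at -0.28. Single spots gave 27.5% of trained eYFP+ spots with Dr1 against 7.94% of all other hippocampal spots (Bonferroni-adjusted p 1.21e-06, rank-sum, two-sided), and 42.7% against 19.4% with Gad2 (1.74e-04). Against eYFP- spots of the trained mice alone, the shares were 9.12% for Dr1 (0.0169) and 24.9% for Gad2 (1.0). By FDR, the criterion that the methods of the paper state, both genes passed in that rank-sum comparison (4.17e-04 for Dr1 and 0.00688 for Gad2). In the supplementary table of the paper the adjusted p was 12581 times the p (median of the sheet), as a Bonferroni correction gives. In the annotation Dr1 lies on chromosome 5 and is a different gene from Drd1, the dopamine receptor, on chromosome 13. Drd1 was found in 2.29% of trained eYFP+ spots and 1.64% of the others (unadjusted p 0.5996, rank-sum). From Dr1 and Gad2 the paper proposes dopaminergic signaling and inhibitory modulation around the tagged neurons.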

Differential expression testing also revealed distinct sets of genes marking eYFP positive nuclei from each hippocampal subregion in the trained mouse. These results indicate that transcriptomic mechanisms supporting memory maintenance in the eYFP-positive neurons vary by hippocampal subregion. We propose that the sparsity of DEGs reflects engrammatic pruning that occurs as consolidated memories enter an offline state (Han et al., 2007; Guan et al., 2016; Rao-Ruiz et al., 2019b) consistent with prior reports of ensemble contraction following memory acquisition (Denny et al., 2014; Tome et al., 2024; Sweis et al., 2021).

### 3.2 Memory maintenance is supported by subregional gene expression profiles and metabolic dampening in the hippocampus

Most molecular studies of memory focus on acquisition, recall, and retrieval (Frankland et al., 2019; Szapiro et al., 2002; Asok et al., 2019; Tronson and Taylor, 2007; Albo and Graff, 2018; Hsieh et al., 2017; Chen et al., 2020; Zovkic et al., 2013; Sun et al., 2024). These phases involved bursts of new protein synthesis and dynamic redistribution of the memory trace across neuronal systems (Blum et al., 2006; Dudai et al., 2015; Albo and Graff, 2018; Kim et al., 2018; Haubrich et al., 2020; Chen et al., 2020). In contrast, the neuronal processes underlying offline memory maintenance remain poorly understood (Asok et al., 2019; Sheng and Kim, 2011; Guedes-Dias and Holzbaur, 2019; Alabi and Tsien, 2012). Through spatial transcriptomics, we observed enrichment of postsynaptic specialization genes in CA1 and synaptic-vesicle–related genes in CA3; evidence that suggests for a regionalized role of cell transcriptomes in memory maintenance. snRNA-seq confirmed regionalized transcriptional features but revealed a dominant pattern of downregulated genes involved in ATP synthesis and translation. This pattern may reflect an unrecognized role for energy conservation and reduced protein synthesis during offline memory maintenance (Li and Sheng, 2022; Kann, 2016). 

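Regions were compared within each condition to see whether the 2 sets set CA1 and CA3 apart without training. In the untrained mice the postsynaptic set had a median log2 difference of 0.16 in CA1 against the other 2 regions (27 of 46 higher, camera adjusted p 0.0660), and in the trained mice of 0.12 (32 higher, 0.222). For the vesicle set in CA3 the medians were 0.49 (37 of 42 higher, 1.35e-18) and 0.68 (40 higher, 1.83e-25). From the CA1 and CA3 enrichments the paper proposes that cells of each region take their own part in keeping the memory.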

A key technical caveat is the known mismatch between nuclear and whole-cell transcriptomes (Ding et al., 2020; Oh et al., 2022; Bakken et al., 2018). Together, our data suggest that although hippocampal subregions remain transcriptionally engaged in processes modulating excitability, hippocampal neurons broadly adopt a metabolically and translationally suppressed state during offline maintenance.

### 3.3 Technical limitations

In this study, brief chemical restraint (rather than physical restraint) was selected to enable the slow intraperitoneal administration of a viscous 4-hydroxytamoxifen suspension and minimize stress-induced transcriptional changes like those caused by physical restraint that could obscure the learning-specific signals we aimed to capture. However, we must consider that the use of Isoflurane anesthesia in this experiment potentially confound the interpretation of our results. Fluorinated gas anesthetics have been shown to alter neuronal activity and gene expression following prolonged exposures (20 min to several hours) (Pekny et al., 2014; Wang et al., 2020); the effects of brief exposures, like those used in our experiment, are less characterized. In contrast to brief chemical restraint, physical restraint is known to induces robust acute stress responses that activate immediate early genes and stress-related transcriptional programs that would directly confound our measurement of learning-specific molecular signatures (Waag et al., 2025).

Importantly, both trained and untrained control animals underwent identical anesthesia exposure and 4-hydroxytamoxifen administration, such that all transcriptomic comparisons presented here reflect differences between training conditions under equivalent pharmacological and anesthetic backgrounds. While we cannot definitively exclude a transient contribution of anesthesia to the observed gene expression patterns, the robust behavioral performance during retention suggests effective memory retrieval and supports the interpretation that Arc-positive neurons reflect memory reactivation (Josselyn et al., 2015).

Our findings must also be interpreted considering limitations inherent to the transcriptomic approaches used. Tissue for both modalities was collected from the same tissue block to fully utilize our limited sample size of four mice (two trained, two untrained). 10-μm sections collected for spatial transcriptomic sections represent a single rostral cross section of the hippocampus while tissues used for snRNA-seq were collected from a wider array of hippocampal loci. Anatomical differences along the hippocampal dorsal-ventral axis could themselves account for transcriptional differences between the two datasets (Cembrowski et al., 2016b). Additionally, spatial transcriptomics samples *in situ* microenvironments using capture spots larger than individual neuronal somata (Duan et al., 2023; Rao et al., 2021), whereas snRNA-seq isolates nuclear mRNA and excludes transcripts previously trafficked to the soma or projections (Ding et al., 2020; Lacar et al., 2016; Thrupp et al., 2020). Thus, the spatial transcriptomic data reflect the cumulative effects of memory maintenance across local microenvironments, while the snRNA-seq data capture nuclear-localized transcriptional states at the time of collection.

### 3.4 Transcriptomic signatures of memory maintenance may reflect contraction of the memory trace as part of systems consolidation

Offline memory maintenance occupies the transitional period between consolidation—which involves LTP and protein synthesis (Rosenberg et al., 2014; Sacktor, 2008; Lynch, 2004; Hernandez and Abel, 2008; Jarome and Helmstetter, 2014)—and remote storage, which reflects distributed systems-level memory organization (Albo and Graff, 2018; Doron and Goshen, 2018). Compellingly, Cho et al. demonstrated that transcriptional repression up to 4 h after contextual fear conditioning in mice was critical for memory retention and was driven by estrogen receptor 1 signaling (Cho et al., 2015). Such transcriptional repression in the hippocampus could be a persistent mechanism–up to 72 h, as with the animals in this study–that reduces background transcriptional activity and primes the neuron for new epochs of transcriptional demand and memory retention.

The paucity of memory-associated DEGs may also reflect ongoing reorganization and sparsing of the hippocampal memory trace during this intermediate phase. The molecular imprint of the memory trace, readily detectable after consolidation, may become less distinguishable during offline maintenance consistent with the idea that the hippocampal trace contracts into a residual index (Goode et al., 2020; Tanaka and McHugh, 2018; Teyler and DiScenna, 1986), transcriptionally muted yet poised for reactivation. Alternatively, in the absence of retrieval, such a reduced index may remain vulnerable to forgetting.

## 4 Methods

### 4.1 Animals

Four total adult male *ArcCreERT2:eYFPflx* mice (C57BL/6 background, 3–4 months old) were used in both the spatial transcriptomics and snRNA-seq studies (two trained, two untrained). Mice were bred in-house at SUNY Downstate Health Sciences University (Brooklyn, NY) and maintained under standard conditions with ad libitum access to food and water. Animals were group-housed (2–5/cage) and singly housed during behavioral testing in sound-attenuation cubicles (Med Associates). Mice were randomly assigned to cohorts and handled for 3 days before experiments to reduce stress. All procedures were approved by the SUNY Downstate Institutional Animal Care and Use Committee.

### 4.2 Behavior

All procedures were performed in compliance with the Institutional Animal Care and Use Committee of the State University of New York, Downstate Health Sciences University. Male *ArcCreERT2:eYFPflx* mice were trained in the hippocampus-dependent two-frame active place avoidance (APA) task. The apparatus (Bio-Signal Group Corp., Brooklyn, NY) consisted of a 40 cm rotating arena (1 rpm) with a parallel-rod floor delivering a scrambled 0.2 mA, 500 ms foot shock (60 Hz) upon entry into a 60° shock zone. Video tracking (30 Hz) monitored animal position, and performance was quantified as shock-zone detections using TrackAnalysis software.

Trained mice received one 30-min habituation trial (shock off) followed by four 30-min training trials over 2 days (shock on, 40 min inter-trial interval). Untrained controls experienced identical sessions without shock. Memory retention was tested 24 h after the final training session in a 10-min trial (shock off), with latency to second zone entry serving as the primary performance metric, a validated measure of memory recall robust to self-localization error (Cimadevilla et al., 2000; Stuchlik et al., 2013; Cimadevilla et al., 2001).

### 4.3 *In vivo* arc-driven neuronal tagging

Identification of neurons strongly activated during memory reactivation is made possible through the use of *Arc-Cre/flox-eYFP* mice (Denny et al., 2014). In this animal model, the *Arc* promoter drives a tamoxifen-inducible Cre recombinase, which activates the floxed *R26R* promoter to induce persistent eYFP expression. Within 20 min following an IP injection of 4-hydroxytamoxifen (1.5 mg/mL), eYFP expression in these mice. IP injections of a 4-hydroxytamoxifen/oil suspension were performed under anesthesia (5% isoflurane vaporized in 100% oxygen). Anesthesia was delivered in a sealed induction chamber for no more than 2 min, or until the animal became unresponsive to physical stimulation. Animals were removed from the induction chamber to perform the controlled IP injection of the viscous suspension. Mice were monitored for the return of the righting reflex before being returned to their home cage to rest for 45 min before beginning the 10-min retention test. Following the retention test mice were returned to their home cage and remained undisturbed in sound-attenuated single housing for 3 days to prevent spurious activation while labeling was active. This system enabled temporally restricted tagging of *Arc*-expressing (eYFP^+^) neuronal ensembles.

### 4.4 Tissue collection for transcriptomic experiments

Three days after the retention test, mice were euthanized, and brains were rapidly extracted, embedded in Tissue-Tek O.C.T. compound (Sakura Finetek, USA), and snap-frozen in methyl-butane chilled by liquid nitrogen. Samples designated for spatial transcriptomics and snRNA-seq processing were collected from the same specimen blocks of the same four mice (two trained, two untrained).

Coronal sections containing the dorsal hippocampus (bregma −1.7 to −2.2 mm) were cut at −20 °C. The specimen block was trimmed in thick sections (50 μm) to reveal visually intact regions of the dorsal hippocampus for thin sectioning (10 μm). Cross sections containing the right hippocampus were extracted from these thick sections and set aside for snRNA-seq (see 6.8). Intact, thin sections were reserved for spatial transcriptomics (see 6.5). After successful collection of a thin section, additional thick sections containing the right dorsal hippocampus were collected, cut, and reserved for snRNA-seq.

### 4.5 Tissue preparation for spatial transcriptomics

Visually intact coronal sections (10 μm) spanning the dorsal hippocampus (bregma −1.7 to −2.2 mm) were cut at −20 °C and mounted on 10x Genomics Visium Gene Expression. Ideal sections from each specimen were cut to fit within one of four 5 × 5 mm capture area, fixed in pre-chilled methanol, and processed using the manufacturer’s “Visium Spatial Gene Expression Reagent Kits User Guide, Document Number CG000239 Rev. H, 10x Genomics, (2024, August 15).”

Tissue permeabilization time was optimized to 18 min, as determined by processing samples according to “Visium Spatial Tissue Optimization Reagents Kits User Guide, Document Number CG000238 Rev. F, 10x Genomics, (2024, August 15).” Brightfield images were captured with a Leica Aperio CS2 slide scanner (20×), and fluorescent images with a Zeiss LSM 800 (555 nm LED, 75% intensity, 200 ms exposure). Libraries were prepared according to the Visium Spatial Gene Expression Reagent Kits User Guide and sequenced on an Illumina NovaSeq 6000 (NovaSeq S4 kit, 200 cycles), targeting ~2 × 10^8^ read pairs per sample (50,000 reads × 80% of 5,000 capture spots). Sequencing was performed using read lengths of 28 bp (read 1), 10 bp (i7), 10 bp (i5), and 91 bp (read 2).

### 4.6 Spatial transcriptomics preprocessing

Raw sequencing data from the NovaSeq 6000 were converted from BCL to FASTQ format and demultiplexed with *bcl2fastq2 v2.20*. Adapter trimming and quality control were performed with *TrimGalore v0.6.5*. Processed reads were aligned and quantified using *Space Ranger v2.0.0* (10x Genomics) against the *mm10 (refdata-gex-mm10-2020-A)* mouse genome. Gene-barcode matrices were generated and normalized to correct technical variation, and spatial coordinates were aligned with histological images to localize transcriptional activity.

### 4.7 Spatial transcriptomics analysis

Gene expression matrices were analyzed in Seurat v5 (R environment) (Hao et al., 2023; Butler et al., 2018). Capture spots were restricted to the dorsal hippocampus. Normalization and variance transformation of RNA-seq data from spots wereperformed using SCTransform v2 (Seurat). After integration and clustering, data were visualized in UMAP and spatial coordinates. Cell-type annotation was performed by integrating our dataset with 10,000 hippocampal cells from the Allen Brain Atlas Cortex and Hippocampus Taxonomy (Yao et al., 2021), assigning identities based on transcriptomic similarity and anatomical position.

Differential expression testing was performed using the Wilcoxon rank-sum test. Spots from the entire hippocampus or individual subregions (CA1, CA3, DG) were compared between trained and untrained groups. Within each condition, spots were further stratified by detectable expression of immediate early genes (e.g., *Arc^+^* vs. *Arc^−^*). Genes with FDR < 0.05 were considered differentially expressed.

We conducted Gene Ontology (GO) enrichment analysis on lists of differentially expressed genes using *clusterProfiler* v4.10.0 in R (Wu et al., 2021), focusing on biological processes, cellular components, and molecular functions. The *clusterProfiler* R package depends on the Bioconductor annotation data ‘GO.db’ and package ‘org. Mm.eg.db’ for genome-wide annotation of mouse genes. Our analyzes utilized a significance threshold of FDR < 0.01 for GO terms. Redundant terms were filtered out using simplify() with a cutoff of 0.7. The top 10 most significant GO terms were displayed in the ranked dot plot.

### 4.8 Nuclei isolation and counting for snRNA-seq

Frozen hippocampi were minced and processed into single-nuclei suspensions using a modified “Daughter of Frankenstein” protocol (Martelotto, 2021). Tissue was homogenized on ice in IGEPAL-40 buffer, filtered (70 μm), and centrifuged (500 × *g*, 4 °C). Nuclei were purified by OptiPrep density gradient centrifugation, resuspended in wash buffer, filtered (40 μm), and stained with trypan blue for counting. Concentrations were determined by hemocytometer, and suspensions were diluted to ~8,000 nuclei in 75 μL for loading.

### 4.9 Droplet-based nuclei separation

Single-nucleus cDNA libraries were generated according to the “Chromium Single Cell 3’ Reagent Kits User Guide (v3.1 Chemistry) User Guide, Document Number CG000204 Rev. D, 10x Genomics, (2022, July 12).” using the 10x Genomics Chromium Single Cell 3′ kit (protocol CG000204). Nuclei, partitioning oil, and barcoded gel beads were co-encapsulated in droplets, followed by reverse transcription and library preparation per manufacturer’s instructions. Libraries were sequenced on an Illumina NovaSeq 6000 (NovaSeq S4 kit, 200 cycles), targeting ~20,000 reads per nucleus. Read configuration: 28 bp (read 1), 10 bp (i7), 10 bp (i5), 91 bp (read 2).

### 4.10 Single nuclei RNA SEQ processing

Raw NovaSeq data were converted to FASTQ and demultiplexed (*bcl2fastq2 v2.20*), trimmed (*TrimGalore v0.6.5*), and processed with *Cell Ranger v8.0* (10x Genomics) for alignment, quantification, and normalization against the *mm10 (refdata-gex-mm10-2020-A)* genome. Gene-barcode matrices were generated and normalized to account for technical variability.

### 4.11 snRNA-SEQ analysis

Processed matrices were analyzed in Seurat v5. Low-quality barcodes (<500 detected genes or >5% mitochondrial transcripts) and doublets [identified with *DoubletFinder* (McGinnis et al., 2019)] were excluded. Normalization and variance stabilization of cleaned datasets were performed usingc SCTransform v2 (Seaurat), followed by data integration across behavioral groups. Graph-based clustering was performed in PCA space. Cell-type identities were assigned by integration with 50,000 hippocampal and cortical cells from the Allen Brain Atlas (Yao et al., 2021) using query-based annotation.

Differential gene expression was assessed with the Wilcoxon rank-sum test [Seurat FindMarkers() and FindAllMarkers()]. Comparisons were made (1) between trained and untrained nuclei within each cell type and (2) between *eYFP^+^* (>0 expression of Gt(ROSA)26Sor mRNA) and *eYFP^−^* nuclei within hippocampal clusters (CA1, CA2, CA3, DG, inhibitory, astrocyte, oligodendrocyte). Genes with FDR < 0.05 were considered significant. Gene Ontology enrichment analyses were performed as described for spatial transcriptomics above.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: Spatial Transcriptomic s– GSE330153, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE330153; Single Nuclei – GSE330161, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE330161.

# Supplementary material for: Transcriptomic signatures of hippocampal active place avoidance memory maintenance
**Source:** Front Cell Neurosci. 2026 May 18;20:1769317. doi: 10.3389/fncel.2026.1769317
**Supplement:** Supplementary file 1

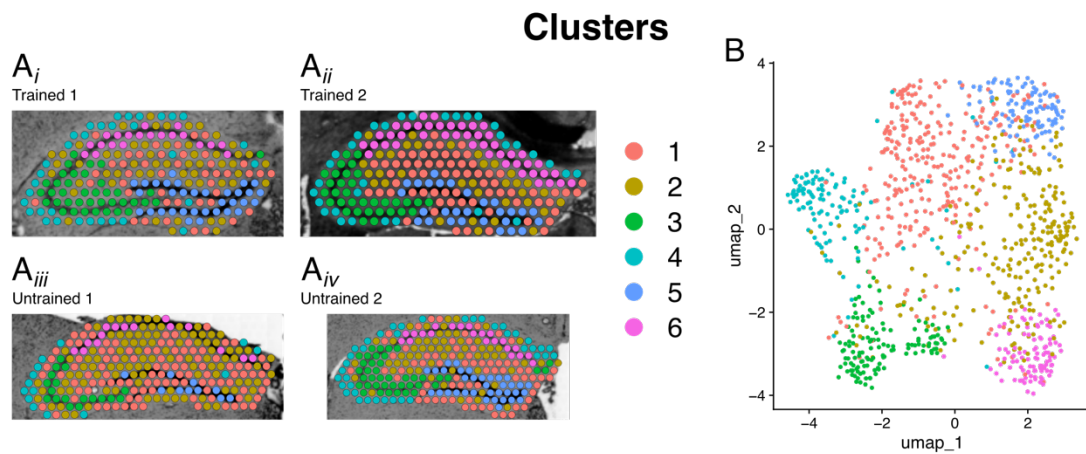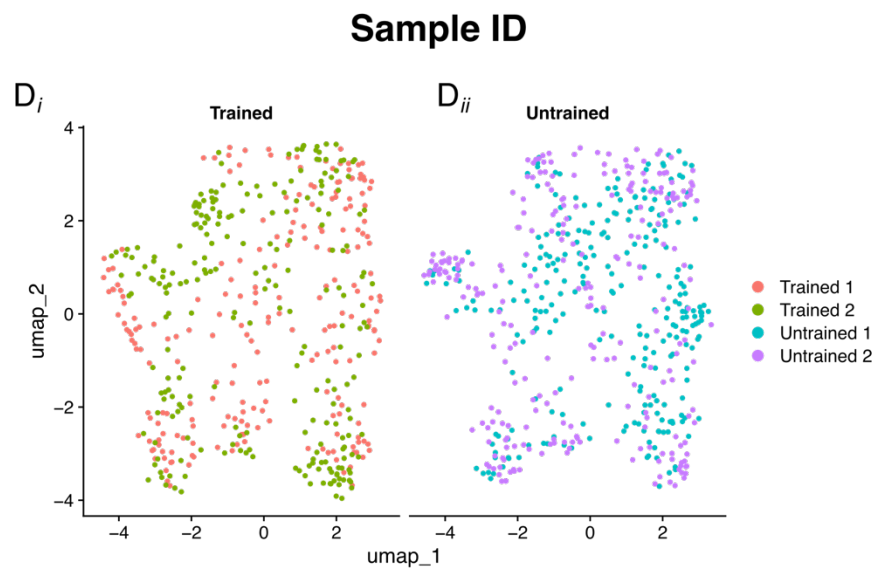

**Figure 1. Clustering and cell-type annotation reflect anatomical boundaries of the hippocampal subregions.**

**(A<sub>i</sub>-A<sub>iv</sub>, B)** Spatial transcriptomics map **(A<sub>i</sub>-A<sub>iv</sub>)** and UMAP plot **(B)** of all hippocampal spots from trained and untrained mice (n = 2 per group). Discrete color scale displays unsupervised graph-based clustering of hippocampal spots. Unbiased clustering groups spots along anatomical boundaries reflecting natural transcriptomic differences between morphologically distinct regions in the hippocampus. **(C<sub>i</sub>-C<sub>ii</sub>)** UMAP plots split along behavioral conditions demonstrates the relative distribution of spatial transcriptomic spots from each sample and their suitable computational integration.

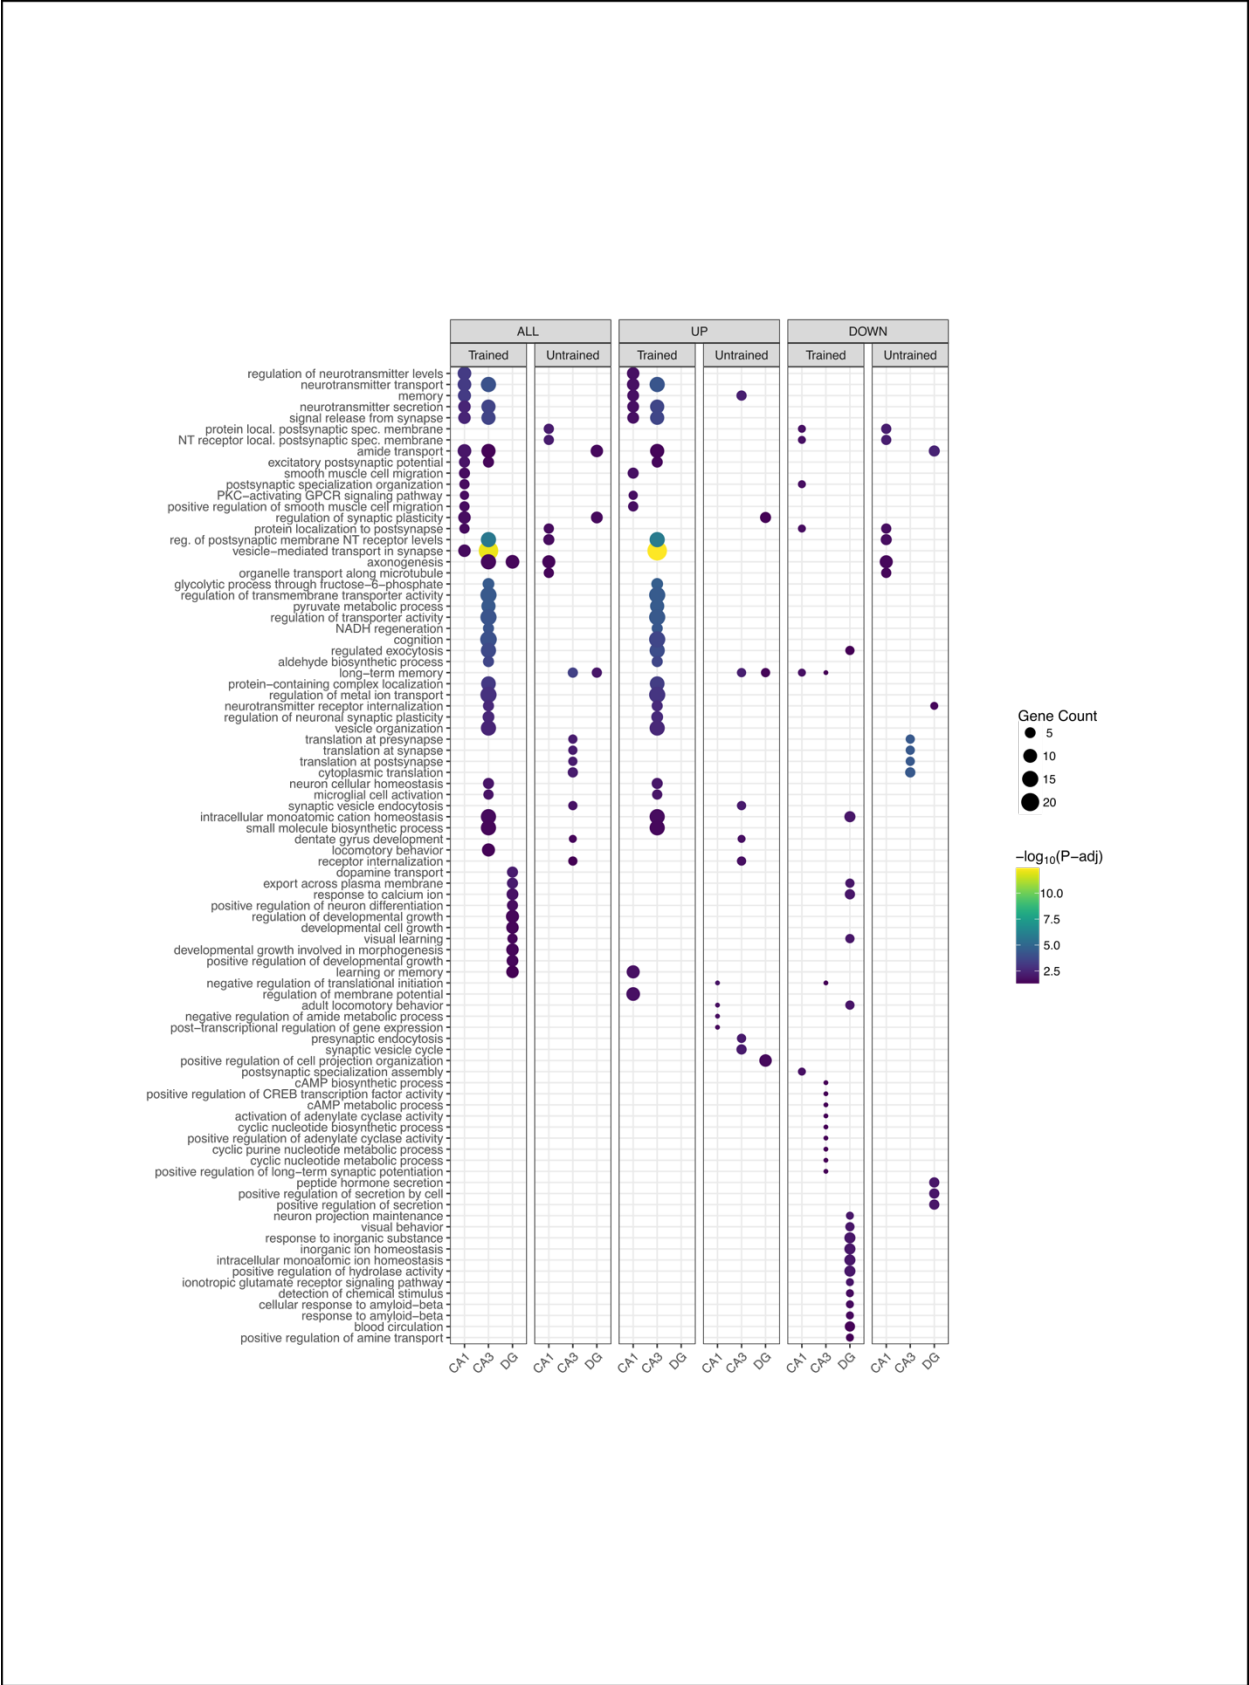

**Figure 2. DEGs detected between trained and untrained animals within hippocampal subregions using spatial transcriptomics are enriched with genes involved in synaptic plasticity processes.**

Regional enrichment of biological processes detected amongst all differentially expressed genes (left) and stratified by up- (middle) and down-regulated (right) differentially expressed genes. Dot color reflects the statistical significance ( $-\log_{10}(\text{FDR})$ ) of the biological process enrichment. Dot size reflects the number of detected differentially expressed genes mapped to the genes involved in a given biological process.

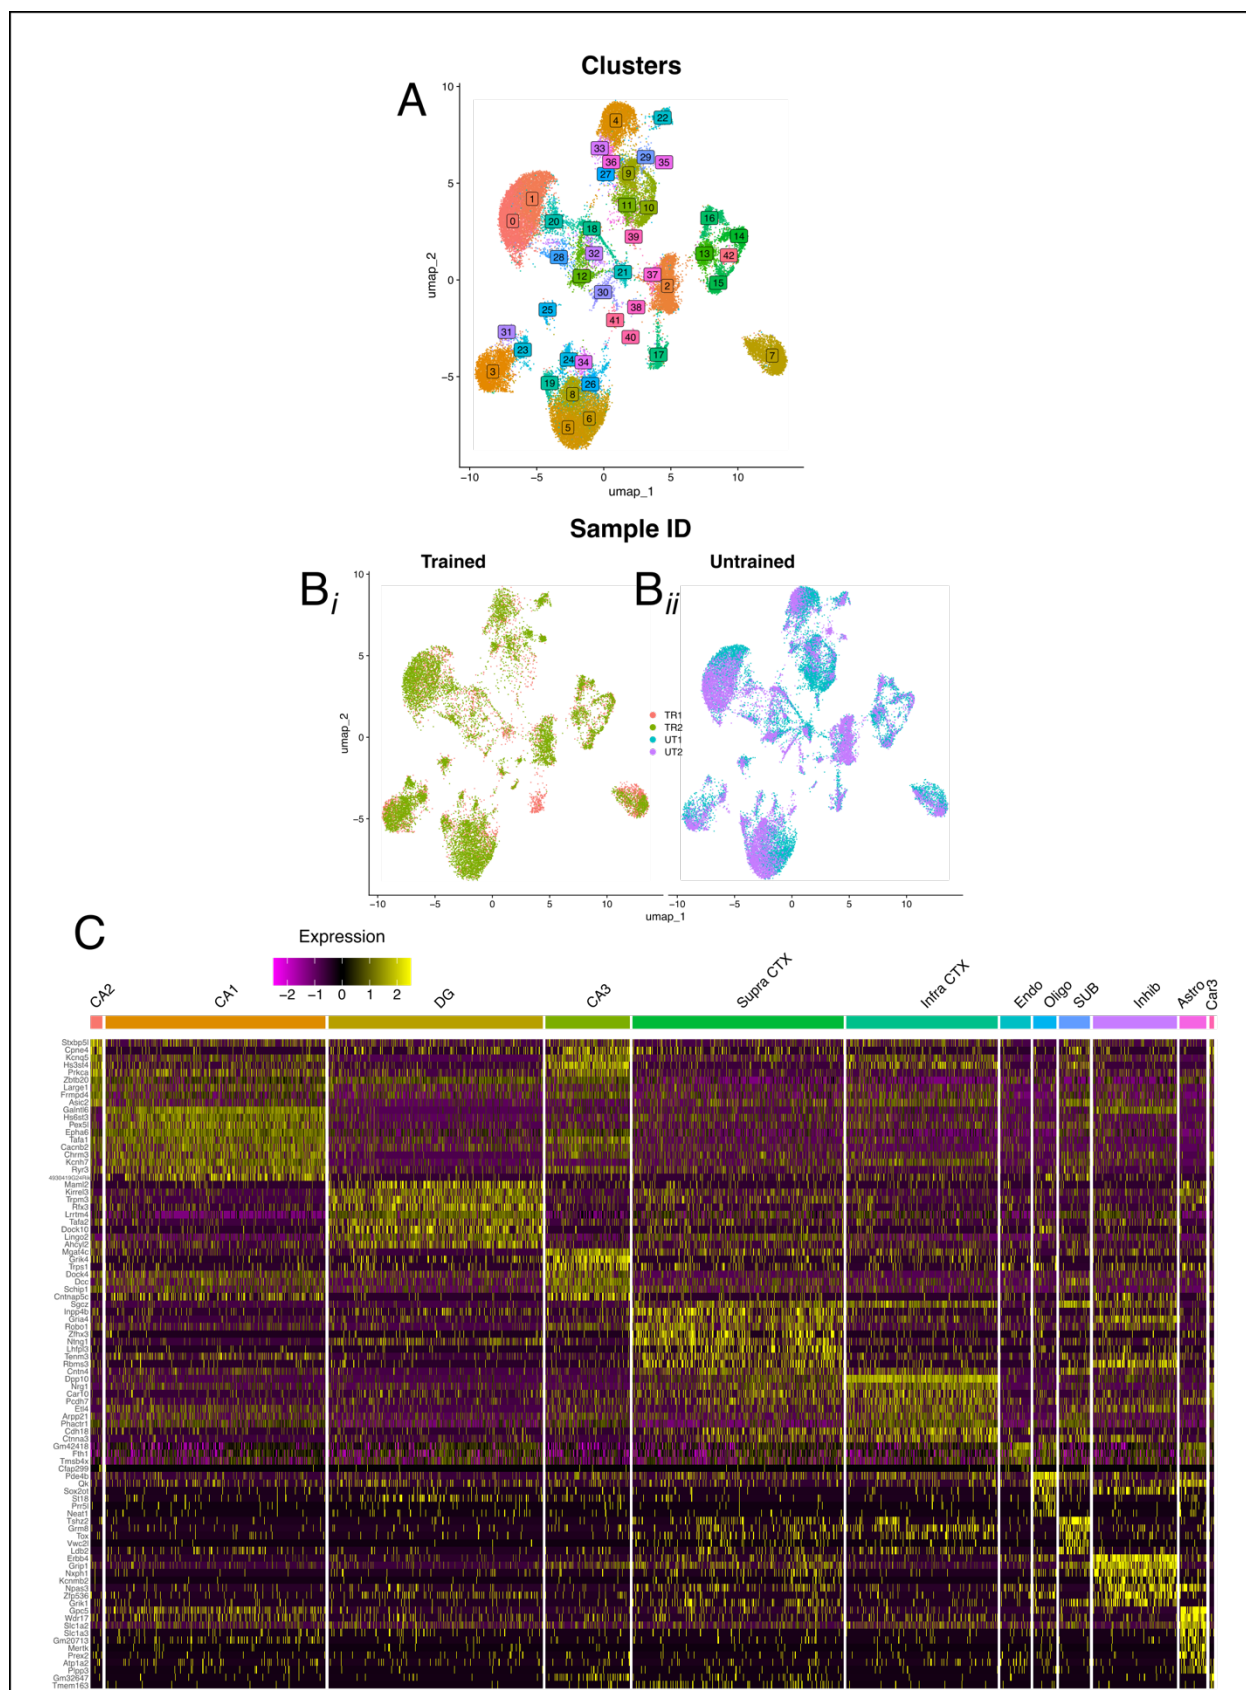

**Figure 3. Clustering of nuclei reflects hippocampal subregional cell-types.**

**(A)** UMAP plot of clustered hippocampal nuclei. Discrete color scale displays unsupervised graph-based clustering (resolution = 1.5) separating nuclei into 42 distinct clusters. **(B<sub>i</sub>, B<sub>ii</sub>)** UMAP plots split along behavioral conditions demonstrates the relative distribution of sequenced nuclei from each sample and their suitable computational integration. **(C)** Gene expression heatmap with each row showing the relative expression of one of the top 10 significant differentially expressed genes marking each cell-type cluster. Columns represent a random subset of 10,000 nuclei grouped by their cell type clustering and arranged by a hierarchical clustering dendrogram (not shown). Cells are colored in a continuous scale by the normalized expression of each gene in each sampled nucleus.

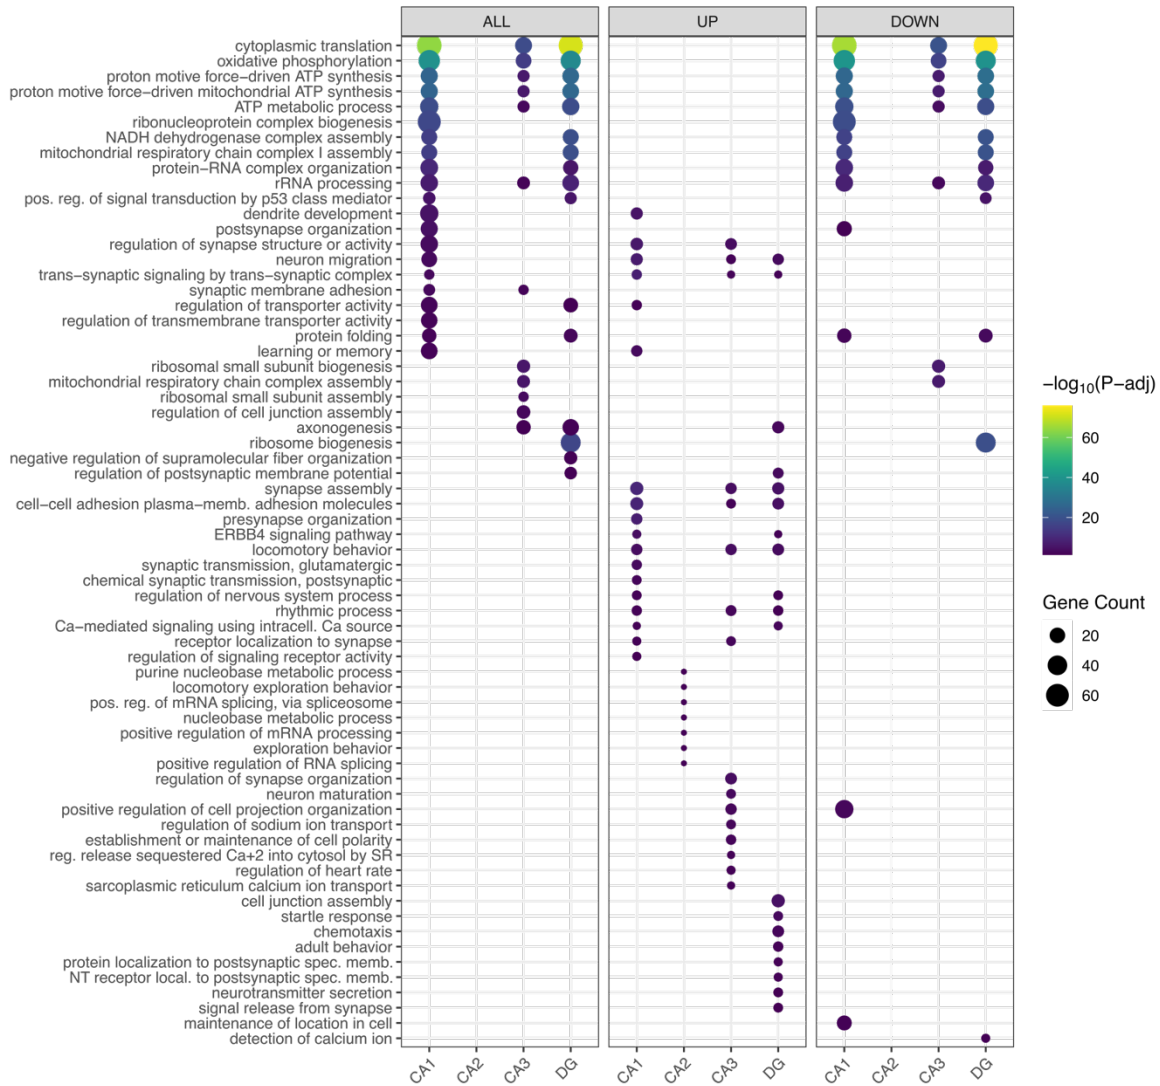

**Figure 4. DEGs detected between trained and untrained animals within hippocampal cell-type clusters are enriched with genes involved in translation and ATP synthesis.**

Regional enrichment of biological processes detected amongst all differentially expressed genes (left) and stratified by up- (middle) and down-regulated (right) differentially expressed genes. Dot color reflects the statistical significance ( $-\log_{10}(\text{FDR})$ ) of the biological process enrichment. Dot size reflects the number of detected differentially expressed genes mapped to the genes involved in a given biological process.

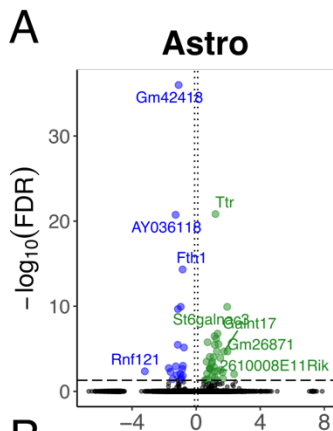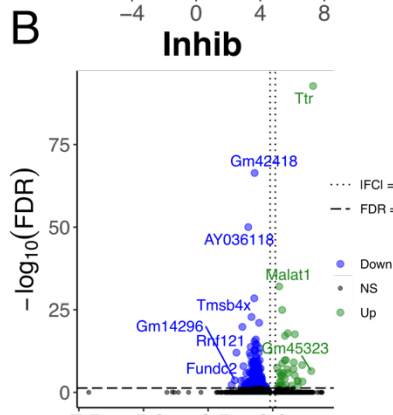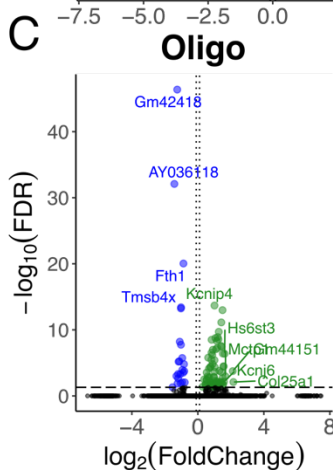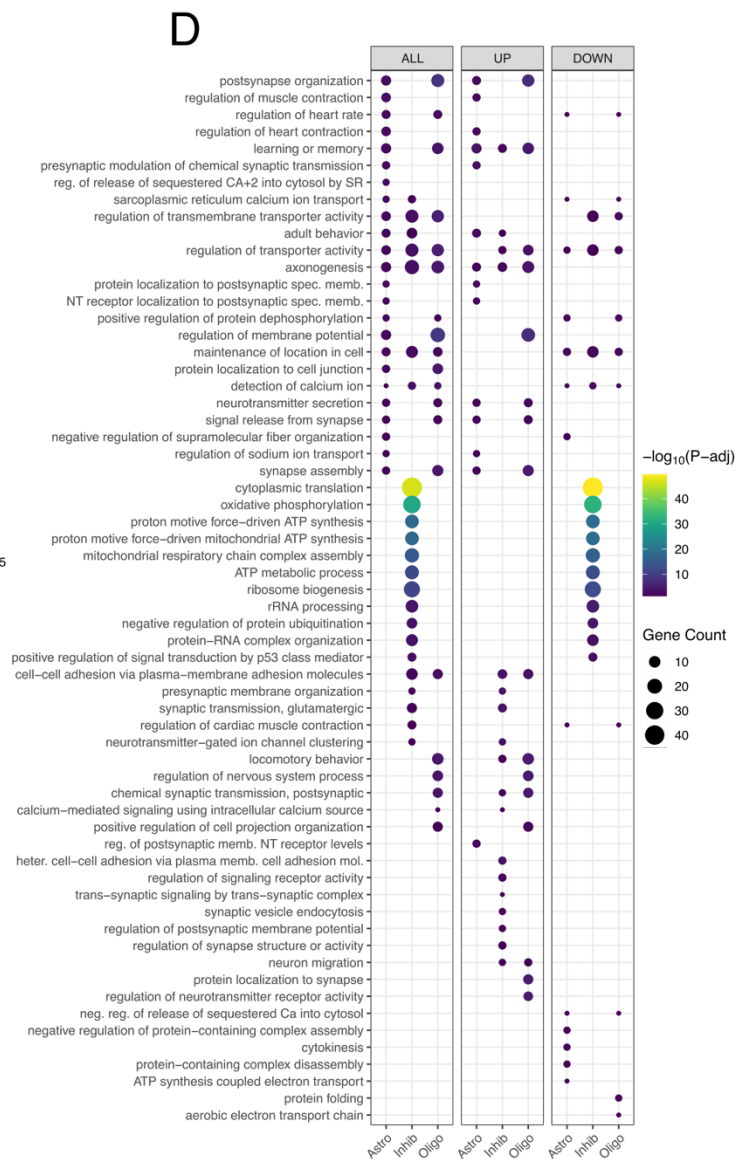

**Figure 5. DEGs detected between trained and untrained animals within astrocyte, oligodendrocyte, and inhibitory interneuron clusters demonstrate enrichment of biological processes similar to those seen in hippocampal neuronal clusters.**

(A-C) Volcano plot of differentially expressed genes between inhibitory interneuron (A), astrocyte (B), and oligodendrocyte (C) nuclei clusters between trained and untrained mice (n = 2 male per group). In the analysis of inhibitory interneuron nuclei comparing trained and untrained conditions, 38 genes were upregulated and 237 were downregulated in the trained condition. 35 genes were upregulated and 19 were downregulated in the astrocyte nuclei, and 77 genes were upregulated and 23 were downregulated in the oligodendrocyte nuclei (D) Regional enrichment of biological processes detected amongst all differentially expressed genes (left) and stratified by up- (middle) and down-regulated (right) differentially expressed genes. Dot color reflects the statistical significance ( $-\log_{10}(\text{FDR})$ ) of the biological process enrichment. Dot size reflects the number of detected differentially expressed genes mapped to the genes involved in a given biological process.

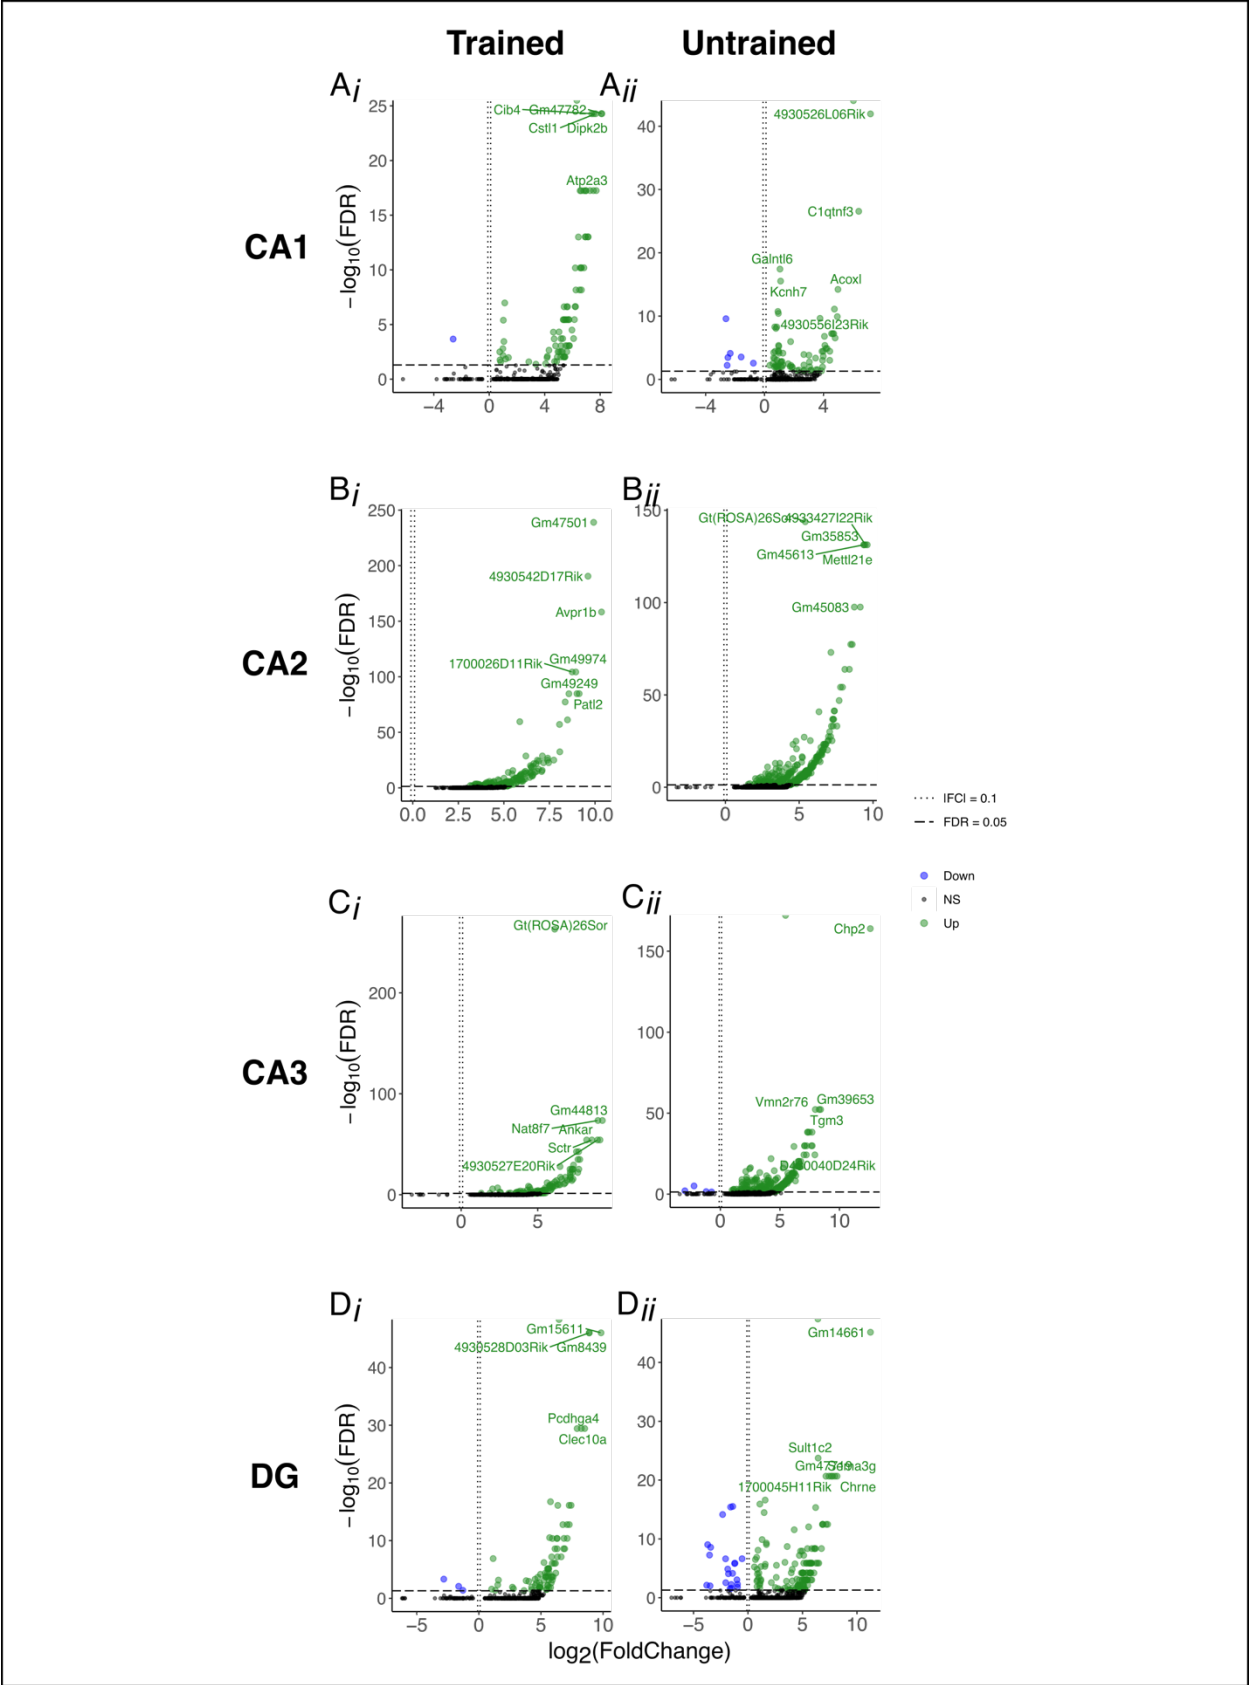

**Figure 6. eYFP-positive nuclei in the trained sample are marked by genes involved in calcium-driven signal transduction and membrane excitability.**

**(A<sub>i</sub> –D<sub>ii</sub>)** Volcano plots of differential gene expression marking eYFP+ nuclei in the trained condition for CA1 nuclei (**A<sub>i</sub>**), CA2 nuclei (**B<sub>i</sub>**), CA3 nuclei (**C<sub>i</sub>**), and DG nuclei (**D<sub>i</sub>**). **(A<sub>ii</sub> – D<sub>ii</sub>)** Volcano plots of differential gene expression marking eYFP+ nuclei in the untrained condition for CA1 nuclei (**A<sub>ii</sub>**), CA2 nuclei (**B<sub>ii</sub>**), CA3 nuclei (**C<sub>ii</sub>**), and DG nuclei (**D<sub>ii</sub>**).

How the deposited data were processed for this re-analysis (not part of the article)

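Spatial gene expression was measured with 10x Genomics Visium in 1 coronal section of the dorsal hippocampus from each of 2 trained and 2 untrained male mice, 3 days after the retention test. The methods name bcl2fastq2, TrimGalore and Space Ranger v2.0.0 against the mm10 reference, whereas the header of the count files names Space Ranger 1.2.2. The values that the authors deposited are UMI counts, whole numbers per gene and spot with no normalization, for the 32285 genes of that reference and for the spots over tissue. Of these genes 32158 were found in the GENCODE vM21 annotation. The spot positions were used as array coordinates. Single-nucleus data were not analysed here, nor were the section images.

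Depth was 7119995, 10330015, 3560294 and 6581748 UMIs in trained 1, trained 2, untrained 1 and untrained 2, of which 630306, 975260, 385593 and 779789 lay in hippocampal spots. The median number of genes per hippocampal spot was 1433, 1732, 699 and 1318.5. A gene with 0 UMIs was given a limit of 3 counts over its group: 2.57 CPM (UMIs per 1000000) for the untrained hippocampus, 22.2 for CA3 and 32.7 for the white matter spots of untrained 1.

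Hippocampal spots and the CA1, CA3 and DG layers were taken from the colors in Figure 1D by image analysis (Pillow 12.0.0, scipy 1.17.1) and laid on the array of each section where the layers met their marker genes. This gave 460 trained and 527 untrained spots. Spots in which Gt(ROSA)26Sor had at least 1 UMI were eYFP+. Spots outside the hippocampus were grouped by the marker list that led them.

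The UMI counts of each region and section were summed. Sums were compared with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit, glmQLFTest), Benjamini-Hochberg adjusted, with 0.05 as the threshold. Trained sums were compared with untrained sums (4 sums, 2 residual degrees of freedom) in all hippocampal spots and in each region. The prior degrees of freedom were 17.44 for all spots, infinite for CA1, 112.1 for CA3 and 45.11 for DG, so that in CA1 the spread was the same trend for all genes. Each region and condition was compared with the mean of the other 5 groups over 12 sums, and eYFP+ with eYFP- spots within each condition over 8 sums with the section as a block. The 12 sums come from 4 sections and the test treats them as independent, so that variation shared by the regions of a section is not modelled. Same-numbered sections did not pair: the correlation of their deviations was 0.0606 over 2738 genes.

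Gene sets were tested with camera (limma 3.58.1, voom, correlation 0.01), fry and camera with the estimated correlation. The 7 functional lists were oxidative phosphorylation, mitochondrially encoded, cytoplasmic ribosome, glycolysis, synaptic vesicle, postsynaptic, and neurite growth and differentiation. The marker lists were CA1 pyramidal, CA3 pyramidal, DG granule, white matter, cortex, thalamus, hypothalamus, choroid plexus, interneuron, blood, astrocyte and meninges. All lists were written by hand. No Gene Ontology annotation was used, so the enrichments of the paper were not rerun. The Wilcoxon rank-sum test on single spots (counts scaled to 10000 per spot and log-transformed, two-sided, Bonferroni over the genes tested) was run with scipy beside the tests on sums. Shares of eYFP+ spots were compared with an exact permutation test over sections, and per section with exact binomial intervals at 95%.

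The genes named are those that the text of the paper names for the spatial data, those labelled in the volcano plots of Figure 2, the first 3 higher and the first 3 lower by p in each complete spatial sheet of the supplementary table, and the immediate early genes Arc, Egr1, Jun, Fos and Npas4. To these were added, for each comparison, the 5 genes with the largest change among those called with all sections of 1 condition on the same side, or the 5 with the smallest p where none was called. Sheets that end early were not used as complete lists.

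Before the data were examined, these alternatives were set: DESeq2 1.42.0; no filter on low counts; mitochondrial genes, Bc1, Ttr and Gm42418 left out; sums thinned to the smallest total; outer-layer spots left out; regions rebuilt from marker genes; replicate number as a block; no block of section; eYFP+ at 2 or more UMIs; spots thinned to 516 UMIs (the 10th percentile of hippocampal spots); the interaction of region and training; the rank-sum test over spots; and each section left out in turn. Chosen after seeing the data were limma voom as a gene-level test, robust estimation of the spread, the rank-sum test between other groupings of the sections or within 1 condition, eYFP+ read from counts corrected by sctransform 0.4.2, gene sets on thinned sums, regions compared within 1 condition or fitted to the sections of 1 condition alone, alternatives for the marker lists, the interaction of region and training with the section as a block, and the spots outside the hippocampus.

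The tests were checked on simulated counts with the totals of the data and 200 genes changed 2-fold to 4-fold. In all hippocampal spots edgeR found 124 of 187 changed genes and called 11 others, and DESeq2 found 71. Of 100 unshifted gene sets 0 had a camera p under 0.05 and 8 a fry p under 0.05. Genes were drawn independently there, so this check cannot show how camera behaves where the genes of a set vary together. In simulated spots of equal depth the rank-sum test called 116 genes, 115 of them changed. Work was done in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9), with fixed random seeds.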

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

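The tests of Gt(ROSA)26Sor outside the hippocampus against tagged neurons only, of 2900052N01Rik and Phyhip at the nearest depths and of the mitochondrially encoded set without trained 2 were chosen only after the result was seen, as were the comparisons of training effects between regions for gene sets, those for genes with the section as a block, the thinned test of Ttr in DG and the alternatives for the choroid plexus list, and all comparisons outside the hippocampus.

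The training effect of 3 gene sets differed between regions, by a camera test of the difference between 1 region and the other 2 (63 tests). For the synaptic vesicle set the log2 difference of the medians was -0.22 in CA1 (adjusted p 0.00201) and 0.15 in CA3 (0.00614), and for the cytoplasmic ribosome set it was -0.11 in CA3 (0.00614). The mitochondrially encoded set differed by -0.33 in CA3 (2.99e-08) and 0.36 in DG (3.92e-09). None passed with fry (adjusted p 0.954 for each) or with the estimated correlation (0.912 or higher). With the section as a block all 5 differences passed by camera (adjusted p 0.00216 or lower) and none by fry (0.204 or higher). Sums thinned to equal totals left the mitochondrial differences at -0.35 in CA3 and 0.35 in DG, which argues against unequal library size as their cause, and they passed the correction with any 1 section left out. The vesicle difference in CA1 was -0.16 after thinning and failed the correction (0.138), as did 0.061 in CA3 (0.346) and -0.096 for the ribosome set (0.138). Without trained 2 the vesicle differences were -0.11 in CA1 (0.216) and 0.054 in CA3 (0.327) and the ribosome difference -0.094 (0.0994). Without untrained 2 they were -0.12 (0.447), 0.15 (0.187) and -0.075 (0.447). For the vesicle set an effect of training and unequal library size cannot be told apart, because thinning removed counts from most sums along with the difference in depth. Differences in handling between 4 sections stay open for all of these, and so does training.

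In a fit with the section as a block, edgeR called 5 differences between regions in the training effect of a gene, among 5745 genes: Ttr at a log2 difference of -0.86 in CA1 (adjusted p 0.00186), -0.76 in CA3 (0.0272) and 1.62 in DG (1.54e-13), Ccnd2 at -2.76 in CA1 (0.0217) and Enpp2 at 1.39 in DG (0.00313). Without the block edgeR called 0, and with it DESeq2 called 0. None was called without trained 1 (Ttr -0.26 in CA1 and 0.98 in DG, Enpp2 0.73), and only Ttr in DG without untrained 2. Without untrained 1 Ttr in CA3 was not called (0.119). Thinned to equal totals Ttr in DG was at 1.71 (1.05e-15), which argues against unequal library size as its cause there. Ttr in CA1 (-0.93, 0.00520) and Enpp2 (1.67, 0.0260) were also still called, while Ttr in CA3 (-0.78, 0.105) and Ccnd2 (-1.94, 0.995) were not, and library size stays open for these 2. Between conditions the choroid plexus list was lower in trained CA1 by camera (2 genes, median -1.72, adjusted p 6.06e-08), but at -0.29 without trained 2, and failed by fry (0.602) and with the estimated correlation (0.312). In CA3 and DG fewer than 2 of its genes had enough counts in all 4 sections, so it was not compared between regions. RNA from choroid plexus, which may reach the regions of a section unequally, stays open, and so does training.

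Outside the hippocampus, in spots that the paper did not analyse, 6 gene sets differed between trained and untrained sections by camera. Oxidative phosphorylation genes were higher by a median log2 of 0.23 (75 of 79 genes, adjusted p 8.37e-18) and ribosome genes by 0.082 (56 of 81, 8.10e-04). Mitochondrially encoded genes were lower, at -0.60 (13 of 13, 3.75e-08), as were the postsynaptic set at -0.25 (2.35e-13), the synaptic vesicle set at -0.11 (6.66e-05) and the neurite set at -0.16 (7.75e-05). By fry the adjusted p was 0.363 or higher for each, and 0.397 or higher with the estimated correlation. Thinned to equal totals the medians were -0.27 for the postsynaptic set, -0.10 for the vesicle set, -0.18 for the neurite set and -0.61 for the mitochondrially encoded set, so unequal library size is not their cause. The mitochondrial change was 0.0035 without trained 2, in line with a low share in that section alone (6.23% of UMIs outside the hippocampus against 12.4%, 12.1% and 11.65% in trained 1, untrained 1 and untrained 2). A section left out also moved the ribosome median to 0.0082 without trained 1 and -0.018 without untrained 1, and the neurite median to -0.069 without trained 2 (adjusted p 0.141) and -0.24 without trained 1. The oxidative phosphorylation median was 0.13 without untrained 1, the postsynaptic median -0.15 and the vesicle median -0.069 without trained 2, each past the threshold. The mitochondrial median was -1.21 without trained 1, and the ribosome median 0.15 without trained 2 and 0.18 without untrained 2. Training, which the whole brain underwent, and a difference between sections in tissue or handling stay open for the other sets.

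Of 13612 genes, 2 were called outside the hippocampus by edgeR (1092 at an unadjusted p under 0.05). 2900052N01Rik was lower in trained sections by a log2 change of -1.73 (adjusted p 0.00117) and Phyhip by -1.16 (0.0342), each in both trained sections. A quality that follows depth would leave little difference between trained 1 and untrained 2, the sections of unlike condition nearest in depth. The log2 ratio of these was -1.52 for 2900052N01Rik, against -0.080 between untrained 2 and untrained 1, and -0.90 for Phyhip, against -0.27. With 1 section on each side of that ratio, training and a difference in tissue quality cannot be told apart.

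Gt(ROSA)26Sor was detected outside the hippocampus, at 123, 125, 12.3 and 222 CPM (UMIs per 1000000) in trained 1, trained 2, untrained 1 and untrained 2. If tagged neurons alone were the source, spots led by white matter genes would hold far less of it than the hippocampus. In 3 of 3 sections other than untrained 1 they held at least 50% of the hippocampal level (88.9, 124 and 252 CPM against 113, 99.5 and 205.2), which argues against tagged neurons as the only source. The neighbors Thumpd3, at 21.5, 24.3, 14.0 and 18.2 CPM, and Setd5, at 37.5, 39.5, 33.1 and 38.6, were lower than Gt(ROSA)26Sor in all sections but untrained 1. Transcription of the locus in untagged cells and recombination outside neurons stay open.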

How the results depend on the processing

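Robust estimation of the spread, limma voom as a gene-level test, the rank-sum test within 1 condition and gene sets on thinned sums were chosen only after the results were seen. Each result was recomputed with 1 setting changed at a time, and except where a setting by its construction removes data the cause of a change was not tested.

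DESeq2 gave 0 genes between conditions in all spots, CA1 and CA3, 18, 49 and 42 for trained CA1, CA3 and DG, 13, 18 and 40 for the untrained regions, and 0 for untrained eYFP+ spots. The rank-sum test over spots gave 378, 111, 25 and 4 between conditions in all spots, CA1, CA3 and DG. For trained DG it gave 64, for untrained CA1, CA3 and DG 106, 17 and 34, and for eYFP+ spots 933 and 78, or 69 and 832 within 1 condition. Limma voom gave 1 in DG and 0 for untrained eYFP+ spots. Robust estimation gave 0 in all spots, 2 in CA1, 3 in CA3 and 2 in DG. The interaction of region and training gave 0 for each of the 6 groups.

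With the correlation between genes estimated, medians stayed as they were and the sets no longer passed: oxidative phosphorylation (0.19) and ribosome (0.13) in all spots, postsynaptic in CA1 (-0.14), glycolysis (0.31) and vesicle (0.50) in trained CA3 against the other groups, and neurite in trained DG (-0.076). Fry had this effect for oxidative phosphorylation (0.19), ribosome (0.13), postsynaptic (-0.14) and neurite in trained DG (-0.076).

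With no filter on low counts the calls were 14 in all spots, 1 in DG and 0 for untrained eYFP+ spots. Without mitochondrial genes, Bc1, Ttr and Gm42418 there was 1 call in CA1 and there were 3 in CA3, since this setting by construction removes 3 of the 4 and 4 of the 7 called genes. Sums thinned to equal totals gave 0, 2 and 1 in all spots, CA1 and CA3, 24, 87 and 89 for the trained and 30, 54 and 68 for the untrained regions, and 6 for trained eYFP+ spots. Thinning discards counts, and for eYFP+ spots it left 161 genes to test. On those sums the postsynaptic set in CA1 was at -0.12 (adjusted p 0.0516), the neurite set in trained DG at -0.076 (0.110), and Jun in all spots turned to 0.076. Spots thinned to equal depth gave -0.26 points for the share of eYFP+ spots, trained minus untrained. Replicate number as a block gave 13 in all spots, 13 in CA3 and 3 in DG. Without the block of section untrained eYFP+ spots had 0 calls and Gad2 there was at -0.045.

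Without outer-layer spots there were 7 calls in all spots, 202 for trained CA1, 108 for trained DG and 88 for untrained CA1. The postsynaptic set in CA1 was at -0.090, the vesicle set between conditions in CA3 at -0.049, the neurite set in trained DG at -0.11, and CA1 held the most eYFP+ spots in 100% of sections, against 75.0%. With regions rebuilt from marker genes the calls were 0, 7 and 0 in all spots, CA1 and CA3, 96 for trained and 59 for untrained CA3. The vesicle set between conditions in CA3 was then at -0.087, Ttr in all spots at 1.15, Enpp2 in CA1 at 0.42 and Ptgds in CA3 at 0.12. CA1 held the most eYFP+ spots in 50.0% of sections with those regions. With eYFP+ at 2 or more UMIs there were 29 and 0 calls in trained and untrained eYFP+ spots, CA1 held the most in 0% of sections, and Gad2 was at -0.28 in trained and -0.10 in untrained eYFP+ spots.

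Leaving out 1 section gave, as lowest and highest counts, 7 and 115 in all spots, 1 and 31 in CA1, 4 and 7 in CA3, 0 and 52 in DG, 40 and 167 for trained CA1, 127 and 207 for trained CA3, 82 and 190 for trained DG, 6 and 114 for untrained CA1, 0 and 252 for untrained CA3, 8 and 301 for untrained DG, and 0 and 53, and 0 and 20, for trained and untrained eYFP+ spots. Between conditions the medians ran from 0.089 to 0.25 for oxidative phosphorylation, 0.067 to 0.21 for the ribosome, -0.19 to -0.10 for the postsynaptic set in CA1, -0.053 (without untrained 1) to 0.072 for glycolysis in CA3, -0.040 (without untrained 2, with -0.028 without trained 1) to 0.076 for the vesicle set in CA3, and -0.21 to 0.023 (without untrained 1, with 0.0081 without trained 2) for the neurite set in DG. In trained DG against the other groups the neurite set ran from -0.30 to -0.056. The eYFP+ share difference ran from -10.3 (without untrained 1) to 26.1 points, and the percent of sections with CA1 first from 66.7 to 100. In untrained eYFP+ spots Dr1 ran from -6.68 (without untrained 2) to 0.92 and Gad2 from -0.80 (without untrained 2) to 0.22. The lowest of these values rest on the 6 eYFP+ spots of untrained 1, and that of Dr1 is fitted to a count of 0 and is no bound.

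Of 1282 alternatives for 116 gene-level results, 1004 kept the result, 215 made it weaker, 54 stronger, and 9 changed its direction. These 9 are the values of Jun, Ttr, Enpp2, Ptgds, Dr1 and Gad2 above.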

Differences from the paper's values

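The settings in which the count of eYFP+ spots was read from depth-corrected counts were chosen only after the values were seen. All other settings named here were set before the data were examined. For each count of genes those were DESeq2, no filter, mitochondrial and 3 abundant genes left out, thinned sums, outer layers left out, rebuilt regions, each section left out, and the rank-sum test over spots. Where a setting is not named as coming within the paper's value, it did not. A value comes within the paper's when neither is over 1.5 times the other. The counts by region here are for 1 group against the other 5, a contrast inferred from the supplementary table of the paper. The methods of the paper state trained against untrained groups, for which edgeR gave far fewer calls in each region. A count within the paper's is therefore no replication of the stated contrast. Rank-sum counts in this section are after Bonferroni correction, whereas the methods of the paper state an FDR under 0.05. In its supplementary table the adjusted p was 12581 times the p (median of each spatial sheet read), as a Bonferroni correction gives. The Bonferroni counts are therefore the ones that match how its table was adjusted. At that FDR the rank-sum test gave 615, 3766 and 337 genes for trained CA1, CA3 and DG. For the untrained regions it gave 2158, 68 and 129. None of these comes within the paper's counts.

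In all hippocampal spots the paper's count is 129 genes and the count here 1; 115 without trained 1 comes within it. For trained CA3 the paper's text gives 149 against 286 here; 207, 127, 153 and 163 without trained 1, trained 2, untrained 1 and untrained 2 come within it. For trained DG the paper gives 76 against 194; within it come 89 with thinned sums, 108 without outer layers, 82, 110 and 101 without trained 2, untrained 1 and untrained 2, and 64 by the rank-sum test. For untrained CA3 the paper gives 27 against 103; 18 by DESeq2 comes within it. For untrained DG the paper gives 47 against 144; 40 by DESeq2, 68 with thinned sums, 50 without untrained 1 and 34 by the rank-sum test come within it.

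By direction, the paper's 9 lower genes in trained CA1 stand against 32 (within it, 6 by DESeq2 and 6 without trained 2), and its 6 in trained CA3 against 103 (4 by the rank-sum test). Its 59 higher genes in trained DG stand against 100 (within it, 52 with thinned sums, 68 without outer layers, 46, 62 and 61 without trained 2, untrained 1 and untrained 2, and 55 by the rank-sum test), and its 17 lower genes against 94 (none). For untrained CA1 the paper gives 5 higher against 44 (6 without untrained 2 and 4 by the rank-sum test) and 56 lower against 5 (none; the rank-sum test gave 102). For untrained CA3 it gives 18 higher against 82 (15 by DESeq2, 12 without untrained 1, 12 by the rank-sum test) and 9 lower against 21 (11 with thinned sums, 9 with rebuilt regions). For untrained DG it gives 34 higher against 92 (27 by DESeq2, 50 with thinned sums, 36 without untrained 1) and 13 lower against 52 (13 by DESeq2, 18 with thinned sums, 14 without untrained 1, 17 by the rank-sum test).

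For eYFP+ spots the paper's count is 27 genes in the trained mice against 0 here (29 with 2 or more UMIs comes within it) and 4 in the untrained mice against 2 (3 with thinned sums and 3 without outer layers). The paper's 26 higher genes in the trained mice stand against 0 (none), and its 4 in the untrained mice against 0 (3 without outer layers and 3 without untrained 1). For eYFP- spots the paper gives 35 higher and 5 lower in the trained mice, against 6 and 3 by the rank-sum test, and 5 higher and 155 lower in the untrained mice, against 122 and 1489; no alternative was run for these.

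The supplementary table of the paper lists other counts than its text. It has 133 genes for trained CA3 against 286 here (within it, 96 with rebuilt regions and 127, 153 and 163 without trained 2, untrained 1 and untrained 2) and 79 for trained DG against 194 (89 with thinned sums, 108 without outer layers, 82, 110 and 101 without trained 2, untrained 1 and untrained 2, 64 by the rank-sum test). For trained CA1 it has 57 against 98 (81 with rebuilt regions, 40, 82 and 63 without trained 2, untrained 1 and untrained 2, 78 by the rank-sum test), for untrained CA3 23 against 103 (18 by DESeq2, 17 by the rank-sum test), and for untrained DG 44 against 144 (40 by DESeq2, 50 without untrained 1, 34 by the rank-sum test). Its log2 fold changes in trained eYFP+ spots are 1.91 for Dr1 against 0.77 here and 1.50 for Gad2 against 0.26. No alternative comes within these; the rank-sum setting gave 0.87 and 0.81.

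The paper counts 79 eYFP+ spots in the trained mice, or 17%, against 131, or 28.5%, here. Of the settings fixed before the data were examined, 94 without outer layers comes within the count and none within the percent. Depth-corrected counts, chosen after seeing the values, gave 91 spots (19.8%) over all hippocampal spots and 111 (24.1%) per condition, both within it. For the untrained mice the paper's text has 77 spots, whereas Figure 2A, read by eye, shows about 89 in the panel of untrained 2 alone, where 102 spots had a UMI; in the panel of trained 1 it shows about 42, against 57.

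The paper states that Dr1 and Gad2 are higher in eYFP+ spots; edgeR called neither, and the rank-sum test over spots called both (Bonferroni-adjusted p 1.21e-06 and 1.74e-04). The paper states that the lower DEGs outnumber the higher ones in untrained CA1; edgeR gave 44 higher and 5 lower, and the rank-sum test over spots 4 and 102. The paper states more DEGs for CA1 than for CA3 or DG in the untrained mice; edgeR gave 49 in CA1 against 103 and 144, and the rank-sum test over spots 106 against 17 and 34.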

Other observations

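The tests of untrained 1, the thinned, gene-removal and nearest-depth tests of oxidative phosphorylation and ribosome genes, the spots outside the hippocampus, the splits of the sections, the comparison of regions within 1 condition, the alternatives for the marker lists and the tests of Ttr, Oxt and Bc1 were chosen only after the result was seen.

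Untrained 1 had far fewer Gt(ROSA)26Sor UMIs than the other sections. At equal depth 1.23% of its hippocampal spots were positive, against 4.86% in the lowest of the others, so its lower depth is not the cause. A shortfall of tagged neurons in its hippocampus alone is argued against by the level outside, 12.3 CPM (UMIs per 1000000) against 123 in the lowest of the others. Weaker tagging throughout the brain stays open. Over the whole section Arc was at 50.0 CPM in untrained 1, against 134 in the lowest of the others. The tissue was taken 3 days after the retention test, so this level cannot show how much Arc there was at tagging. Egr1 (103 against 195 CPM in the lowest of the others) and Fos (18.5 against 48.0) were also low in untrained 1, while Jun was not (74.2 against 58.2). Over the whole section 2 genes were off by 4-fold or more in untrained 1 alone, Gt(ROSA)26Sor and Pusl1, consistent with a different allele or transcript at the locus in this mouse. The same count was 0 in trained 1 and untrained 2 and 2 in trained 2 (Kl and Sostdc1). The genotypes were not tested. The comparison of eYFP+ with eYFP- spots in the untrained mice thus rests mostly on untrained 2.

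The rank-sum test over spots called many more genes between conditions than the tests on sums. On spots thinned to 516 UMIs its calls fell from 162 to 5, so unequal depth may lie behind many of them. For region comparisons on those spots, calls went from 160 to 19 for CA3 and from 162 to 22 for DG, so thinning also removed calls between regions, and the loss of counts is not separated from the loss of a depth difference. Among unrelated genes of like abundance, 50% gave as many calls as Gt(ROSA)26Sor, and the higher depth of eYFP+ spots may account for the number of their calls. Neither test speaks to single genes.

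Differences between regions in the trained sections may be there without training. Of 476 differences called by edgeR in the trained sections alone and tested in the untrained sections, which had no part in choosing them, 464 (97.5%) had the same direction there and 289 were called. For the genes that the paper calls this stays open, since they were chosen against spots that include the untrained ones. Of the marker lists compared between conditions in all hippocampal spots (camera, 40 tests over all regions), interneuron genes were higher in the trained sections (7 of 7, median 0.46, adjusted p 2.04e-06), also with any 1 section left out. Hypothalamus genes (3 of 4 higher, 1.52, 0.00525) were at 2.78 without trained 1, but at -0.42 without trained 2, -0.27 without untrained 2 and -0.34 on thinned sums. DG granule genes (0 of 7 higher, -0.50, 2.54e-04), choroid plexus genes (0 of 2, -1.38, 0.00525), meninges genes (0 of 2, -0.92, 2.54e-04) and thalamus genes (0 of 5, -0.56, 0.0493) were lower. None of these 4 passed without untrained 2 (0.0533, 0.0533, 0.0803 and 0.0708, adjusted over the 12 lists). Without trained 2 DG granule genes were at -0.33 (0.109), choroid plexus genes at -0.70 and thalamus genes at -0.88, and thalamus genes were at -0.17 without trained 1 (0.344) and failed without untrained 1 (0.104). CA1 pyramidal (adjusted p 0.540), CA3 pyramidal (0.254), white matter (0.773), cortex (0.716), blood (0.965) and astrocyte genes (0.448) were not past the threshold, but white matter genes were without trained 1 (0.35, 0.00136) and without trained 2 (-0.32, 8.31e-04), and astrocyte genes without trained 1 (0.22, 0.0112). By region, white matter genes were higher in trained CA1 (0.29, camera adjusted p 0.0167) and lower in trained CA3 (-0.36, 0.0134), with -0.052 in DG (0.790). Astrocyte genes were higher in trained CA1 (0.41, 0.00525), with -0.070 in CA3 (0.574) and 0.018 in DG (0.535). In all hippocampal spots the adjusted p by fry was 0.520 or higher for every list, and with the estimated correlation 0.314 or higher. Of the choroid plexus list 2 of 8 genes and of the meninges list 2 of 5 had enough counts to test, interneurons and astrocytes are cells of the hippocampus itself, and Prox1, Slc32a1 and Homer3 of the DG granule, interneuron and CA3 pyramidal lists are also in a functional list. Training and the position at which each section was cut are confounded, and no test here separates them.

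Oxidative phosphorylation and ribosome genes were higher in the trained hippocampus. Unequal library size is argued against by the medians on thinned sums, 0.17 and 0.13, and a few abundant genes by those without mitochondrial genes, Bc1, Ttr and Gm42418, 0.19 and 0.14. Of 10000 random lists matched on expression and transcript length, 0.0% and 0.1% had a median as high (the median of the lists was 0.044 and 0.055), against a bias of length or abundance. Outside the hippocampus the medians were 0.23 and 0.082, so the change may be one of the whole section. Of the 3 ways to split the sections 2 and 2, 1 gave a median as far from 0 for each set, the real one, which is the least that 4 sections allow. Camera does not set that split apart: trained 1 and untrained 1 against the other 2 sections gave -0.11 for each set, with an adjusted p of 1.39e-05 and 2.20e-05. A quality of tissue or capture that follows depth stays open: between trained 1 and untrained 2 the log2 ratio of the shares was 0.087 and 0.0315, against 0.17 and 0.19 between the untrained sections. With 1 section on each side, that and training cannot be told apart.

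Oxt, the gene called in all hippocampal spots, may be RNA from the hypothalamus of the same section. For 5 of 5 hypothalamic genes the section with the highest CPM in hippocampal spots was also the highest outside. Oxt was at 57.1, 21.5, 0 and 0 CPM in the hippocampus and 275, 58.3, 3.78 and 0.862 outside, in trained 1, trained 2, untrained 1 and untrained 2. For Ttr, RNA from choroid plexus and an effect of training cannot be told apart, because the other genes of the choroid plexus list are few and low: they ordered 5 of 6 pairs of sections as Ttr did, at 68.2, 21.5, 72.6 and 79.5 CPM against 2212, 288, 1771 and 4915. Enpp2 had the same order of sections as Ttr, at 281, 160, 192 and 442 CPM in trained 1, trained 2, untrained 1 and untrained 2. Enpp2 was itself called as lower in trained CA1, so it does not separate the 2 explanations.

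Bc1 was lower in trained sections in every region, and outside the hippocampus too, by a log2 change of -1.13 (adjusted p 0.289), which fits a difference of the whole section. Between trained 1 and untrained 2 its log2 ratio was -0.58 over all spots, and between the untrained sections -0.50. Because the nearest sections differ about as much within the untrained condition as between conditions, a quality that follows depth and training cannot be told apart.

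The spots drawn as positive in Figure 2A, read from its colors, were those that stayed positive after sctransform over all hippocampal spots, 42 in trained 1 and 89 in untrained 2, while 15 and 13 spots with a Gt(ROSA)26Sor UMI are drawn without. Sctransform run per condition left 51 and 73 positive, of which 42 and 73 are drawn as positive.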
